# Persistent enteric neuroinflammation chronically impairs colonic motility in a pyridostigmine bromide-induced mouse model of Gulf War illness

**DOI:** 10.1242/bio.061867

**Published:** 2025-06-06

**Authors:** Claudia A. Collier, Aelita Salikhova, Sufiyan Sabir, Shreya A. Raghavan

**Keywords:** Enteric neuroinflammation, Gastrointestinal motility, Gulf War illness, Neuro-immune, Pyridostigmine bromide, Enteric nervous system

## Abstract

Neuroplasticity in the adult colon enables the enteric nervous system (ENS) to adaptively remodel in response to acute inflammation, preserving motility. However, chronic inflammation may drive maladaptive neuroplasticity, resulting in gastrointestinal dysmotility, a hallmark of functional gastrointestinal disorders, including Gulf War illness (GWI). GWI affects ∼30% of Gulf War veterans and has been linked to oral toxic exposures during combat, such as pyridostigmine bromide (PB). To explore mechanisms of persistent dysmotility, we developed a PB exposure model relevant to GWI. In the colon, we observed structural and functional ENS changes, including an imbalance in excitatory and inhibitory motor neurons and altered motility patterns. These were accompanied by a sustained influx of pro-inflammatory macrophages and elevated cytokine levels, indicating persistent low-grade enteric neuroinflammation. Inflammatory macrophages were found near enteric neural stem cells (ENSCs), impairing their regenerative potential. Transcriptomic analyses corroborated the presence of chronic neuroinflammation and dysregulated repair pathways. Together, our findings suggest that persistent enteric neuroinflammation and impaired neurogenesis contribute to long-term colonic dysmotility in GWI. This model offers new insights into chronic ENS dysfunction and may guide therapeutic strategies for GWI and related disorders.

## INTRODUCTION

The gastrointestinal tract is a highly motile organ. Coordinated contractions and relaxations of gastrointestinal smooth muscle is responsible for digestion, nutrient absorption and waste elimination (Sarna, 2010). The colon is densely innervated by the enteric nervous system (ENS), whose cell bodies are housed entirely within the colon. Motor neurons of the ENS control and regulate motility (contractions and relaxations) of the smooth muscle intrinsically via neurotransmitters like acetylcholine and nitric oxide (Bornstein et al., 2004), among several others. Disruptions in colonic motility symptomatically manifest as chronic diarrhea/constipation and pain, significantly impairing an individual's quality of life (Black et al., 2020).

Importantly, the colon exists in a state of neuro-immune homeostasis, which adds a layer of regulation to its motility and function (Wang et al., 2022). Disruptions in neuro-immune homeostasis in the ENS due to inflammation impairs its ability to regulate colonic motility (Brierley and Linden, 2014). Inflammation in the colon may be secondary to infection, autoimmunity (like Crohn's Disease or other inflammatory bowel disorders), or toxic exposures (in the case of Gulf War illness; GWI) (Wogan et al., 2012; Padoan et al., 2023; Collier et al., 2024). In the short term, acute inflammation manifests as structural changes in the ENS resulting in neuroplasticity and disturbances in gut motility (Moynes et al., 2014; Sharkey and Kroese, 2001). In many cases, upon resolution of active inflammatory insult, a return to homeostasis occurs with repair and regeneration of the ENS, restoring functional colonic motility (Bercik et al., 2005; Spiller, 2004). However, persistent neuroplasticity and long-term impairment of colonic motility is observed in many functional gastrointestinal disorders including GWI, even in the absence of overt pathology (Brierley and Linden, 2014).

Functional gastrointestinal disorders, manifesting as chronic diarrhoea/constipation and abdominal pain is highly prevalent among Gulf War veterans experiencing GWI (Collier et al., 2024). While the onset of symptoms can be related to acute toxic exposures during combat in the Persian Gulf War 1990-1991, over 30% of Gulf War veterans continue to suffer from colonic dysmotility (Collier et al., 2024), defined broadly as abnormal or uncoordinated colonic motility, decades after the initial toxic insult was removed (Kates et al., 2022; Mawson and Croft, 2019; Fappiano and Baraniuk, 2020). The mechanisms behind the persistence of colonic motility disruptions in GWI are currently unknown.

The mode of toxic exposures in Gulf War were many (Elhaj and Reynolds, 2023; White et al., 2016): a central part of Gulf War toxic exposures involved the unregulated oral ingestion of pyridostigmine bromide (PB), to protect against potential nerve gas attacks (Charatan, 1999; Steele et al., 2015). We previously developed a mouse model, where oral exposure of mice to PB resulted in significant acute enteric neuro-inflammation, and disruptions in colonic motility (Collier et al., 2023). In our model, enteric neuro-inflammation manifested as an acute decrease in cholinergic motor neurons within the colonic myenteric plexus, a zone that houses the motor neurons of the ENS. Neuro-inflammation also manifested as a significant infiltration of macrophages into the muscularis externa (outer smooth muscle layers) and myenteric plexus. Macrophages within the muscularis externa and the myenteric plexus of the colon (i.e. away from the mucosa and the microbiome) bear a huge responsibility in integrating immune cues and maintaining neuro-immune homeostasis via their tolerogenic polarization, an anti-inflammatory immune phenotype that promotes tissue repair and limits excessive inflammation (Wood, 1975). Acute PB exposure in the mouse model demonstrated that tolerogenic polarization of muscularis macrophages was replaced by an inflammatory switch, where they produced high levels of inflammatory cytokines (Collier et al., 2023). However, in Gulf War veterans, neuro-inflammation is chronic and persistent even decades after toxic exposure was removed.

Therefore, in the current study, we established and characterized a mouse model of *chronic* gastrointestinal disruptions in GWI, where persistent colonic motility disruptions occur even when toxic and inflammatory insult is removed after short-term exposure. Using this model, we aimed to demonstrate mechanisms of persistent impairment in colonic motility to a one-time toxic exposure to PB, similar to those experienced by Gulf War veterans during combat. Inspired by animal models where acute inflammation was resolved by adult enteric neurogenesis aided by tissue-resident enteric neural stem cells (Spiller, 2004), we explored changes within the enteric neural stem cell compartment within the colon in GWI-related neuro-inflammation. In adults, enteric neural stem cells are multipotent progenitor cells that reside within myenteric plexi and self-renew and differentiate to repair and regenerate damage to the ENS (Bondurand et al., 2003; Estrada-Mondaca et al., 2007). Here, we tested that hypothesis that a single, short-term, acute inflammatory insult from PB exposure in the colon damages the enteric neural stem cell compartment, thereby preventing repair, regeneration and long-term recovery leading to persistent and chronic colonic dysmotility. Insight into mechanisms of persistence in inflammatory neuroplasticity may reveal new therapeutic or management strategies not just for Gulf War veterans, but also for a broader population that is afflicted with functional gastrointestinal disorders.

## RESULTS

### PB exposure persistently impacts enteric neural networks but not smooth muscle structures within the colon

To mimic patterns of PB exposure in the Gulf War, we administered PB orally to mice for 1 week and allowed a 3-week recovery period prior to any analysis of chronically persistent symptoms. This reflects the unregulated oral PB exposure observed in GWI, where individual variability was common (White et al., 2016). A schematic of this process is shown in Fig. 1A.

**Fig. 1.**
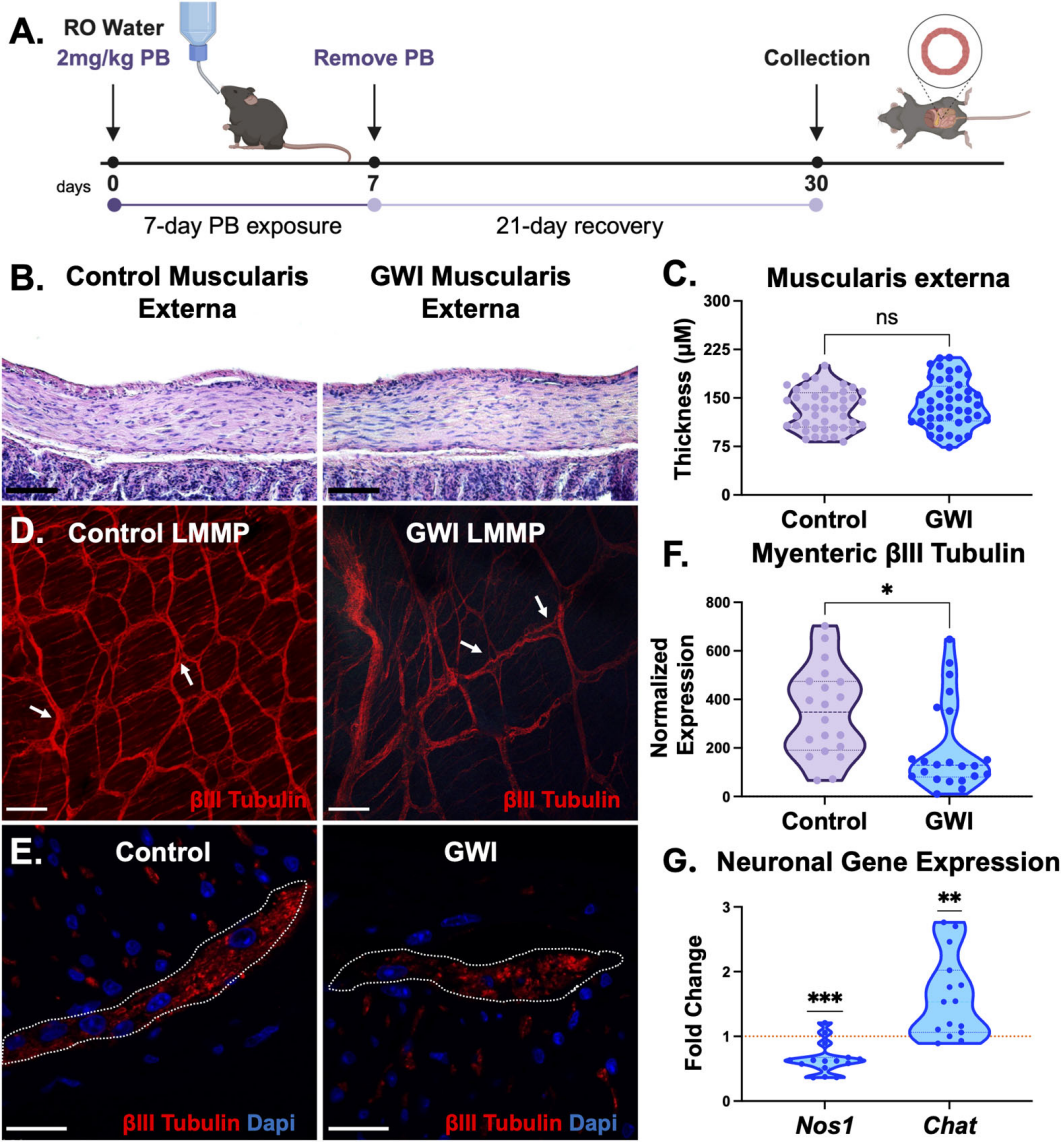
**Treatment regimen and effects of PB on the enteric nervous system and colonic musculature.** (A) Model of experimental timeline to assess the chronic (30 day) effects of a 7-day exposure of PB in mice. 32–34-week-old male mice were subjected to two random groups (control – given water; 7-day treatment of 2 mg/kg PB in drinking water) and after 7-day exposure, PB was removed from water and a 21-day recovery period was allotted to investigate late-onset of GWI-related symptoms. (B) Hematoxylin and Eosin (H&E) staining highlights cellular and structural morphology of colon cross sections from control and GWI mice (scale bar: 50 µm). (C) Quantification of smooth muscle thickness (from circular smooth muscle to longitudinal muscle) in H&E revealed no significant changes between control and GWI mice (ns, not significant, unpaired *t-*test, *n*=44). (D) Representative whole-mount preps of the longitudinal muscle and myenteric plexus (LMMP) were stained with pan neuronal marker, βIII-Tubulin, revealing the myenteric plexus network. Within control LMMP preps, ganglions contained bundles of dense nerve fiber tracks indicated by arrows. In GWI LMMP preps, ganglions are accompanied by gaps (shown with arrows) indicating a loss of a uniform neuronal network (scale bar: 90 µm). (E) Representative images of immunofluorescence staining of βIII-Tubulin on 20 µm colon cross-sections from control and GWI mice (scale bar: 25 µm). (F) βIII-Tubulin showed a significant decrease of expression within the myenteric plexus (*P<0.05, unpaired *t-*test, *n*=20). (G) Gene expression analysis of mature nitrergic neurons expressing *Nos1*, showed a significant decrease and cholinergic neurons (*Chat*) showed a significant increase (**P<0.01, ***P<0.001, one sample *t*-test, *n*=5). The dotted line at 1 represents the normalized level of gene expression in control colons. *n=*biological replicates.

Smooth muscle structures of the colon are the effectors of colonic motility (i.e. the primary structures responsible for producing contractions and relaxation of the colon). Therefore, we first examined changes to overall smooth muscle structures. Standard Hematoxylin and Eosin staining was used to visualize the muscularis externa of the colon (the outer circular and longitudinal smooth muscle layers; Fig. 1B) in control untreated or PB treated mice. Following periods of recovery from one-time toxic PB exposure, no significant changes were observed in muscularis externa thickness (circular and longitudinal smooth muscle; compare 132.3±4.6 µm in control versus 141.1±5.53 µm in GWI, Fig. 1C).

In the absence of histological signs of smooth muscle hypertrophy, we undertook a broader characterization of the muscularis externa (the region broadly responsible for colonic motility). Motivated by our previous reports that oral PB exposure immediately induced acute enteric neuro-inflammation (Collier et al., 2023), we focused on enteric neural network integrity given its role in regulating colonic motility. Structural integrity of the enteric neural network was evaluated in whole mount preparations of the muscularis externa that retained the longitudinal muscle and the myenteric plexus of the enteric nervous system (LMMP). Staining with pan neuronal marker βIII-Tubulin demonstrated decreased neural fiber tracks including gaps (missing nerves indicated by arrows in Fig. 1D) in GWI colons, compared to fully intact control untreated colons. Additional visualization of βIII-Tubulin across the entire cross-section of the colon also demonstrated a significant and persistent loss in enteric neurons within the structures of the myenteric plexus (outlined in Fig. 1E). Quantification of βIII-Tubulin expression similarly denoted a significant 42% decrease in GWI colons compared to control colons (*P<0.05, Fig. 1F).

An orthogonal analysis at the gene expression level also demonstrated a significant 0.65-fold reduction in *Nos1* and 1.59-fold increase in *Chat* (Fig. 1G) in GWI colons, compared to control untreated colons.

Collectively, our data indicated that persistent effects from one-time PB exposure lingered via enteric neuronal impairment in form and function, but not smooth muscle. Therefore, we undertook a more thorough characterization of motor neuronal function in its ability to modulate smooth muscle contractility and relaxation, and, therefore, colonic motility.

### Chronic colonic dysmotility manifest in GWI colons due to neural impairment in the form of altered contractility and relaxation

To evaluate whether enteric neural integrity and compositional changes in GWI altered colonic motility, we utilized an organ bath fitted with a force transducer to quantify colonic motility (Zakhem et al., 2014; Raghavan et al., 2011; Collier et al., 2023). Inhibitory enteric nerves within colon explants were stimulated using an electrical field from built-in platinum plate electrodes, following previously established protocols (Zakhem et al., 2014; Raghavan et al., 2011; Collier et al., 2023). Exogenous addition of the neurotransmitter Acetylcholine (ACh) was also used to evaluate both neuronally-evoked and myogenic contractions to a cholinergic stimulus. Fig. 2 shows representative force generation traces in response to either stimulation from control and GWI colon tissues, where the X axis follows time, and the Y-axis plots the magnitude of force generated from a stable baseline by the colonic explants.

**Fig. 2.**
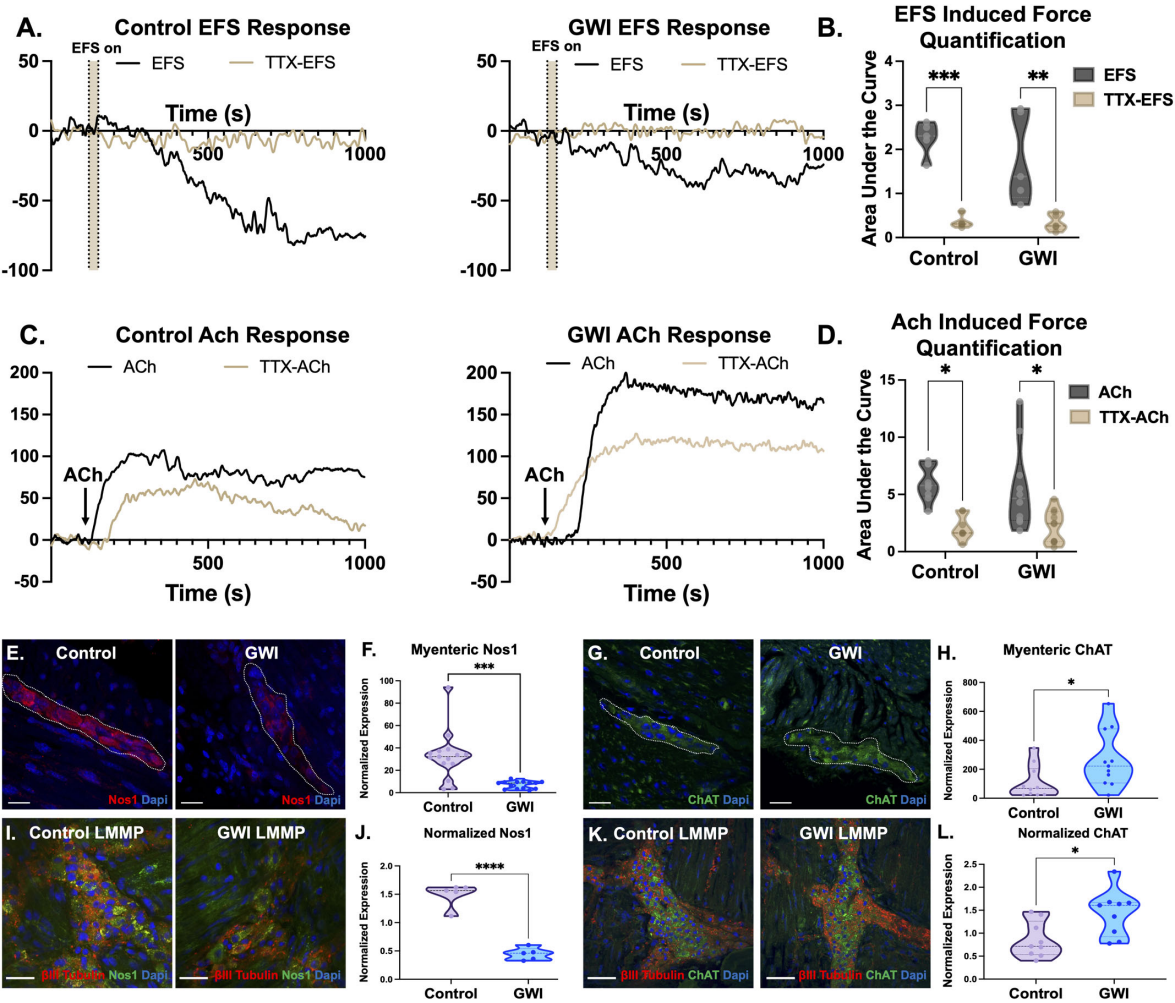
**GWI mice exhibit abnormal functional physiological responses of the motor neuronal and musculature component.** Organ bath measurements with a force transducer were used to evaluate force generation in colon explants through electrical field stimulation (EFS) (enteric nerve response) and exogenous Acetycholine (ACh) addition. (A) Force generation in response to EFS was measured in the presence of TTX (tan line) and absence (black line). The shaded region indicates the point in time of EFS activation (t=30 s) with parameters of 40 V, 10 Hz, 0.3 ms. Rapid responses to EFS were observed, where a relaxation of the colonic muscle resulted within control colon explants (black line) and in the presence of TTX, the electrically stimulated response was largely inhibited indicated by the steady force (tan line). The differences between the black and tan lines indicates robust enteric neuronal functionality, capable of mediating colonic relaxation in response to EFS. GWI colon explants decreased in force generation responses and was significantly reduced compared to control colon explants. In the presence of TTX, there is a significant decrease of electrically stimulated response. This indicates that the neural response in GWI colon explants is weaker and suggests neural impairment. (B) Graphical representation of the total area under the curve analysis for the uninhibited (EFS, black line) and inhibited groups (TTX-EFS, tan line) both in control and GWI colon explants. (**P<0.01, ***P<0.001, two-way ANOVA, *n*=5). (C) Force generation in response to exogenous ACh (1 µM) was measured in the presence of TTX (tan line) and absence (black line). Arrows indicate the point in time when ACh was added. ACh alone induced rapid contractions in control colon tissue (black line) while the presence of TTX inhibited the magnitude of the peak contraction, indicated by a decreased delta force (tan line). The changes in force due to TTX indicate the importance of a functional neuronal component in ACh contraction regulation. Within GWI mice, ACh alone (black line) demonstrated a significant increase in contraction compared to control mice. The higher magnitudes of force demonstrate the altered neuronal function, translating to signs of hypermotility. (D) Graphical representation of the total area under the curve analysis for the uninhibited (ACh, black line) and inhibited groups (TTX-ACh, tan line) both in control and GWI colon explants. (*P<0.05, two-way ANOVA, *n*=9). (E) Representative images of 20 µm cross-sections stained with nitritergic neuronal marker, Nos1, from control and GWI mice (scale bar: 25 µm). (F) Statistical analysis of the normalized expression focusing on the myenteric plexi (circled) showed significant decreased expression of Nos1 (***P<0.001, unpaired *t*-test, *n*=15). (G) Representative images of cholinergic neuronal marker, ChAT, from control and GWI mice (scale bar: 25 µm). (H) Statistical analysis of the normalized expression showed significant increased expression of ChAT (circled) (*P<0.05, unpaired *t*-test, *n*=10). Representative images of LMMP whole mounts from control and GWI mice colons co-stained with βIII-Tubulin and/or Nos1 and ChAT (scale bar: 20 µm). (I-J) The presence of nitrergic neuron expression, labeled with Nos1 (green), in GWI mice decreased significantly compared to control mice (****P<0.0001, unpaired *t*-test, *n*=5). (K-L) Cholinergic neuron expression, labeled with ChAT (green), within the myenteric plexus increased significantly in GWI mice (*P<0.05, unpaired *t*-test, *n*=9) *n*=biological replicates.

In response to inhibitory electrical field stimulation (40 V, 10 Hz, 0.3 ms), control colons robustly relaxed, resulting in a reduced magnitude of force from baseline (black trace; Fig. 2A). The observed reduction in magnitude from baseline (relaxation) was indicative of being able to successfully stimulate inhibitory enteric nerves within the colon via electrical field (the tan band in Fig. 2A represents the duration that electrical field stimulation was on; t=30 s). To further confirm that the drop in force was a neuronally evoked response, electrical field stimulation was re-applied in the presence of a nerve blocker, Tetrodotoxin (TTX). Tan traces follow colonic motility response to electrical field stimulation in the presence of TTX. The lack of relaxation indicated the functionality of enteric nerves, and the specific ability of electrical field stimulation in evoking neuronally regulated responses resulting in colonic relaxation. Control colons averaged peak EFS-induced relaxation magnitudes of −89.92±0.99 µN, which was completely abolished in the presence of nerve blocker TTX (***P<0.001, Fig. 2A,B). In contrast, electrical field stimulation of GWI colon explants peaked much lower than controls, at −46.50±0.41 µN, including a similar abrogation of force in the presence of nerve blocker TTX (**P<0.01, Fig. 2A,B). The lower overall magnitude of relaxation in GWI colons was additionally indicative of inhibitory motor neuronal impairment translating to reduced functionality in its ability to mediate smooth muscle relaxation when stimulated.

To evaluate contraction, we used exogenous addition of the neurotransmitter Acetylcholine (ACh, its addition is indicated by the arrows in Fig. 2C). To delineate a neuronally evoked response from a myogenic contractile response to Acetylcholine, contractions were also measured in the presence of nerve blocker, TTX (tan traces; Fig. 2C,D). In response to exogenous addition of ACh, control colon explants contracted, averaging peak magnitudes at 77.50±4.6 µN (black trace; Fig. 2C). In contrast, average peak contractions in GWI colon explants were ∼37% higher, peaking at 110±0.9422 µN (quantified as area under the curve analysis in Fig. 2D). When enteric nerves were blocked via TTX pre-treatment, significantly reduced magnitudes of contraction were observed in both control and GWI colons (*P<0.05, Fig. 2D), indicating a functional cholinergic neuronal component capable of mediating smooth muscle contractions.

To better understand whether functional changes in motility aligned with underlying neuronal alterations, we next evaluated the expression of key inhibitory and excitatory motor neuron markers (Nos1 and ChAT) using both cross-sectional and LMMP staining. Evaluations of cross-sections for the expression of neuronal nitric oxide synthase (Nos1), a marker to denote the presence of inhibitory motor neurons that are capable of producing nitric oxide (Bornstein et al., 2004) demonstrated that within GWI colons, Nos1 expression significantly decreased by 80% compared to control colons (***P<0.001, Fig. 2E,F; myenteric plexi are outlined in the cross section). In contrast, quantification of choline acetyl transferase (ChAT; Fig. 2G) in cross-sections indicated a significant 2.40-fold increase in GWI colons compared to control colons (*P<0.05, Fig. 2H). We also visualized overall changes in these motor neuronal markers in LMMP preparations to get a more universal view within the myenteric plexus. Similar to cross sections, the presence of Nos1 (Fig. 1I,J) and ChAT (Fig. 1K,L) were evaluated in LMMP preparations. GWI LMMP preps showed a 3.3-fold decrease in nitrergic Nos1^+^ neurons compared to control LMMP (****P<0.0001, Fig. 1J). In contrast, cholinergic ChAT^+^ neurons showed a significant 1.68-fold increase in GWI LMMP compared to control LMMP (*P<0.05, Fig. 1L).

The combination of decreased relaxation responses (evoked by electrical field stimulation) and increased excitatory contraction (in response to exogenous addition of ACh) in GWI colons indicated a shift in neuronal balance within the enteric nervous system even after a one-time PB exposure.

### Chronic low-grade inflammation persisted in the muscularis externa of the GWI colon with skewed inflammatory macrophage polarization

Based on the persistence of gastrointestinal symptoms in Gulf War veterans (Collier et al., 2024), we hypothesized that even one-time PB exposure results in persistent and pervasive neuroinflammation, we examined the presence and polarization of a key inflammatory component of the muscularis externa, macrophages. Significant gene expression increases (*P<0.05, Fig. 3A) of pan-macrophage marker (*Emr1*), and pro-inflammatory macrophages (*Nos2* and *Ifng*) were observed in GWI colons compared to control, with no clear trends in anti-inflammatory gene expression between the tested markers.

**Fig. 3.**
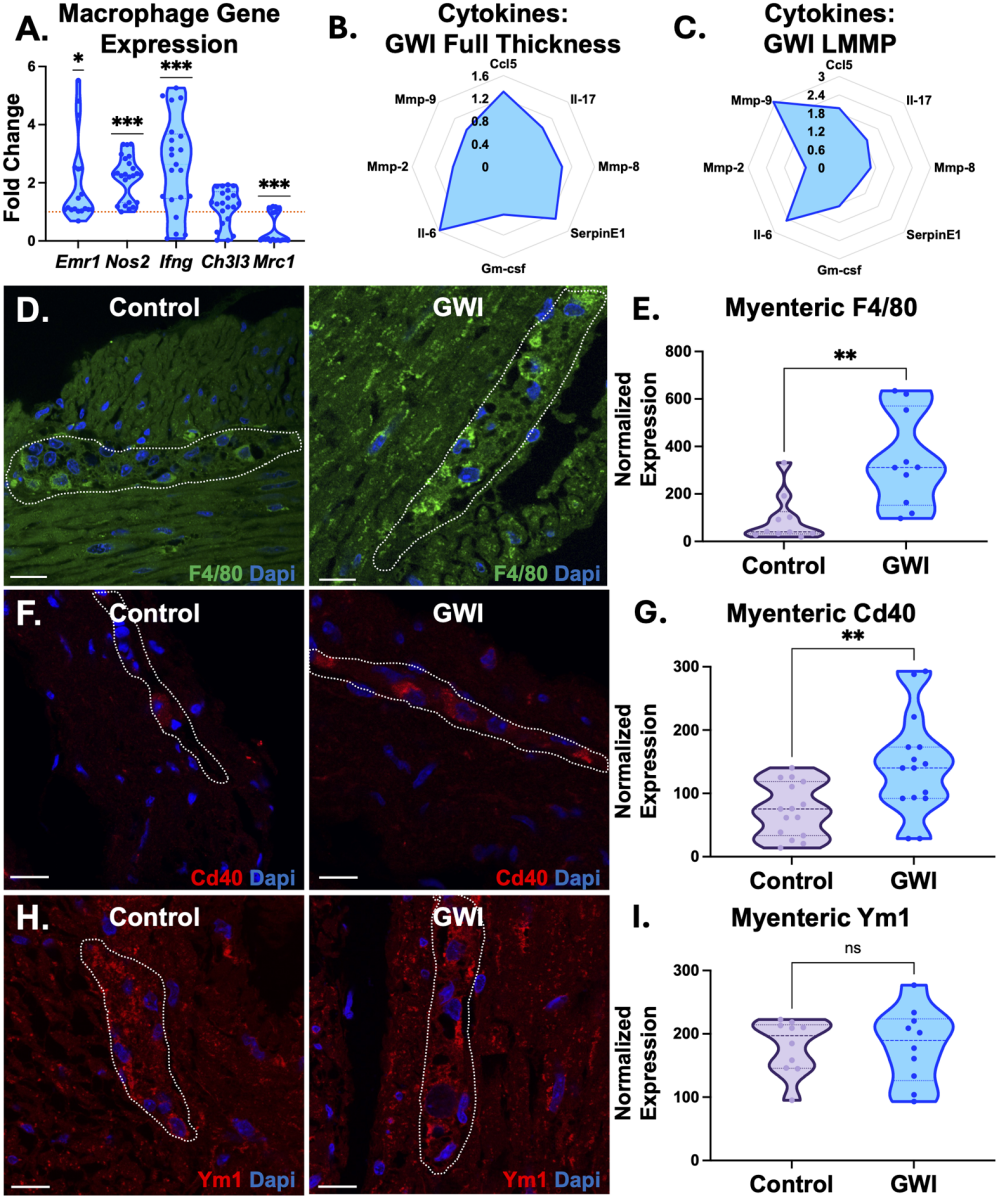
**GWI mice evaluated with a persistent low-grade inflammatory state especially within the myenteric plexus.** (A) Gene expression analysis of pan-macrophage marker (*Emr1*) and pro-inflammatory macrophage markers (*Nos2, Ifng*) showed significant increases (*P<0.05, ***P<0.001, one sample *t*-test, *n*=8); while pro-regenerative macrophage markers (*Mrc1*) showed significant decreases in expression compared to control colons. (***P<0.001, one sample *t*-test) The dotted line at 1 represents the normalized level of gene expression in control colons. (B-C) Radar plots of the average fold changes in cytokine levels from GWI mice used in a multiplex cytokine array are shown in two different layers: full thickness (encompassing the mucosa to serosa), and the LMMP. Il-6 cytokine levels were seen to be significantly higher in all layers of the colon. Other notable significances show that Mmp-9 was significantly increased within the LMMP layer in GWI mice. Immunofluorescent stains of macrophage markers – F4/80, pan-macrophage marker; Cd40, pro-inflammatory macrophage marker; Ym1, pro-regenerative macrophage marker, were used to evaluate the localization of macrophages within the myenteric plexi (circled) (scale bar: 25 µm). (D,E) F4/80 expression (green) was significantly increased within the myenteric plexi of GWI colons. (**P<0.01, unpaired *t*-test, *n*=10). (F,G) Expression of pro-inflammatory marker, Cd40 (red), also showed increased significance within GWI mice myenteric plexi (**P<0.01, unpaired *t*-test, *n*=15). (H,I) Both expressions of Ym1 (red) were similar throughout the myenteric plexus and muscularis externa. (ns, not significant, unpaired *t*-test, *n*=10). *n*=biological replicates.

Next, we validated low-grade inflammation via functional cytokine evaluation within control and GWI colons. Our analysis was split by full thickness samples, and just LMMP preparations to capture local inflammation within the muscularis externa, and the myenteric plexus. Cytokine profiles in Fig. 3B,C depict fold changes in samples from GWI mice, compared to control mice. Within full thickness colons (that comprise all layers including the epithelium), PB exposure resulted in a persistent significant increase in Il-6 (1.58-fold, ****P<0.0001, Fig. 3B), indicating a prolonged inflammatory state. Differences in other markers like Ccl5 and SerpinE1 were not significant between control and GWI mice. When evaluating cytokines within the LMMP layer alone, an elevated presence of Il-6 (2.5-fold, ***P<0.001, Fig. 3C) and Mmp-9 (3-fold, ****P<0.0001, Fig. 3C) were both observed in GWI mice, compared to controls. Even within the mucosa layer, increased Il-6 levels were sustained (Fig. S1). Overall, cytokine, chemokine, and secreted factor profiles indicated a sustained pro-inflammatory environment even after a long period of recovery from PB exposure in GWI colons.

To visualize the presence of macrophages within cross sections of control or GWI colon, a pan-macrophage marker F4/80 was used. On track with inflammation, F4/80^+^ macrophages were observed to be 3.75-fold higher in the myenteric plexi of GWI colons compared to control colons (**P<0.01, Fig. 3D,E). Myenteric plexi are outlined in the cross sections in Fig. 3. Once the significant presence of macrophages was established, macrophage polarization was evaluated as pro-inflammatory (Cd40) or anti-inflammatory (Ym1) states within the myenteric plexus. A significant 1.95-fold increase in myenteric Cd40^+^ macrophages was observed in GWI colons, compared to control (**P<0.01, Fig. 3F,G), with no significant differences in the presence of anti-inflammatory Ym1^+^ macrophages (ns, Fig. 3H,I).

### PB exposure chronically decreased the number of enteric neural stem cells in the colon

Our collective results so far demonstrated that a single, short-term exposure of the colon to pyridostigmine bromide perpetuated long-term, chronic enteric neural impairment and inflammation. Since p75^+^ enteric neural stem cells (ENSCs) are responsible for the regeneration and repair of myenteric nerves (Bondurand et al., 2003; Estrada-Mondaca et al., 2007), we evaluated broader changes to this cellular compartment upon PB exposure. Since these cells were rare to begin with, we enzymatically digested equal weights of colon from control or GWI animals, creating single cell suspensions amenable for flow cytometry analysis. Flow analysis revealed a significant ∼60% decrease (***P<0.001, Fig. 4A,B) in Ngfr p75 expression in GWI mice compared to control untreated mice. The gating strategy for all flow analysis is provided in Fig. S2. Orthogonally, a larger panel of genes related to ENSCs were also evaluated in control versus GWI colons, demonstrating significant decreases in *Ngfr p75*, *Sox2*, and *Nes* (*P<0.05, Fig. 4C). A significant 52% decrease of Ngfr p75 expression within the myenteric plexus (outlined) of GWI colons was also additionally evident by immunofluorescence staining, ***P<0.001, Fig. 4D,E).

**Fig. 4.**
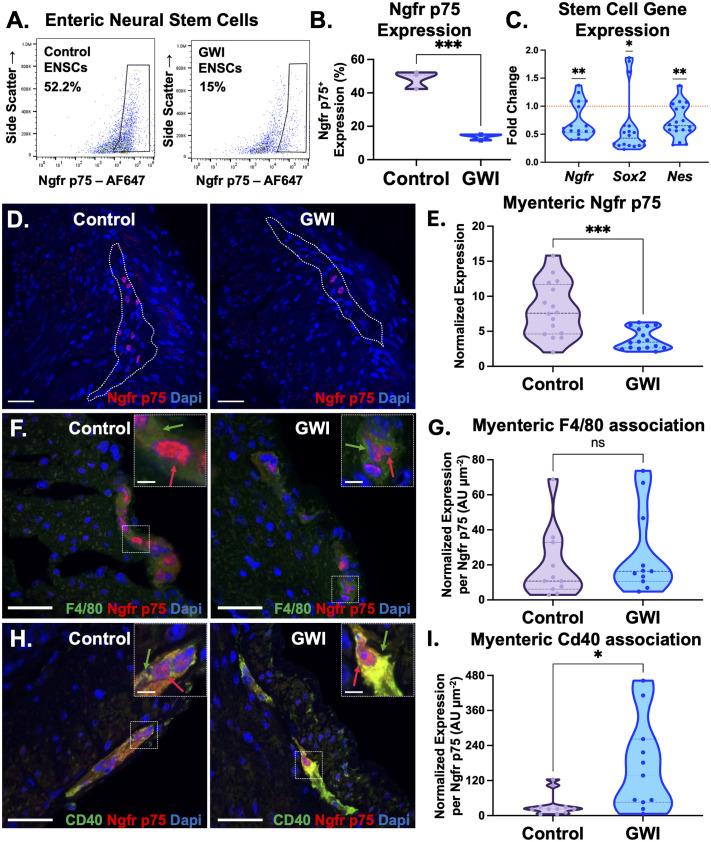
**Enteric neural stem cells decrease in GWI mice and are highly associated with inflammatory macrophages.** (A,B) ENSCs isolated from both control and GWI mice were evaluated for Ngfr P75^+^, an early detector marker for neural stem cells. Representative flow cytometry analysis plots showed a 0.28-fold decrease in the number of Ngfr p75^+^ enteric stem cells in GWI mice indicating an overall loss of ENSCs within treated mice (***P<0.001, unpaired *t*-test, *n*=3). (C) Gene expression analysis of other enteric neural stem cell markers (*Ngfr*, *Sox2*, *Nes*) showed significant decreases (*P<0.05, **P<0.01, one sample *t*-test, *n*=7). The dotted line at 1 represents the normalized level of gene expression in control colons. (D,E) Immunofluorescent staining with Ngfr p75^+^ on 20 µm colon sections show a significant decrease in the expression within the myenteric plexi (circled) (***P<0.001, unpaired *t*-test, *n*=16) (scale bar: 25 µm). (F,G) Immunofluorescent co-stains with F4/80, pan-macrophage marker, and Ngfr p75^+^ were evaluated to find associations between macrophages and ENSCs. Associations were determined by evaluating the corrected total fluorescence of F4/80 expression within a 20 µm radius of Ngfr p75^+^ expression. Both control and GWI mice exhibited similar associations within the myenteric plexi (ns, not significant, unpaired *t*-test, *n*=11), (scale bar: 25 µm). Inlet images show single Ngfr p75^+^ cell (red arrow) associated with F4/80^+^ macrophage (green arrow) (scale bar: 5 µm). (H,I) Associations were also done with Cd40, a pro-inflammatory macrophage marker, and Ngfr p75^+^. Quantification of Cd40 association to Ngfr p75^+^ showed a significant 4.72-fold increase of Cd40 association in GWI compared to mice (*P<0.05, unpaired *t*-test, *n*=11) (scale bar: 25 µm). Inset images show single Ngfr p75^+^ cell (red arrow) associated with Cd40^+^ macrophage (green arrow) (scale bar: 5 µm) *n*=biological replicates.

### PB exposure increased the association of inflammatory macrophages with enteric neural stem cells in the colon

Given the impact of pyridostigmine bromide treatment on the number of Ngfr p75*^+^* enteric neural stem cells, we tested the hypothesis that chronic neuro-inflammation likely extended to the ENSC compartment of the colon. Cross sections of control or GWI colons were co-stained with F4/80, a pan-macrophage marker, and Ngfr p75, with representative images shown in Fig. 4F. Ratios of the total corrected fluorescence of F4/80 within a 20 µm distance of Ngfr p75 was quantified, revealing no significant differences between control and GWI mice (Fig. 4G). This indicated that a macrophage presence within the myenteric plexus, including near ENSCs was likely normal and unchanged with PB treatment chronically.

We then shifted our focus to evaluating the activation states of these macrophages in close proximity to ENSCs in control and GWI myenteric plexi. Specifically, we evaluated the inflammatory macrophage polarization marker Cd40 for its association with the ENSC marker p75 (Fig. 4H). A significant 4.66-fold increase of Cd40 inflammatory macrophages was observed with p75^+^ ENSCs in the GWI myenteric plexus, compared to controls (*P<0.05, Fig. 4I). Our data clearly indicated a chronic inflammatory immune association with ENSCs, implying an impaired ability to repair and regenerate mature enteric nerves that manifested in impaired colonic motility.

### Transcriptomic signatures revealed persistence of neuro-inflammatory and apoptotic pathways upon PB exposure in GWI colons

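Colon tissue of 17 male C57BL/6 mice aged 32 to 34 weeks was compared, from 9 control mice given water and 8 GWI mice. The GWI mice were given pyridostigmine bromide (PB), a reversible inhibitor of acetylcholinesterase, at 2 mg/kg for 7 days and recovered for 21 days, and tissue was taken at day 30. The authors sequenced poly(A)-selected RNA as paired-end reads, trimmed the reads with Trimmomatic, mapped them with STAR to the mouse genome build GRCm38, and counted unique gene hits with featureCounts. They deposited the raw count of each gene in each mouse, without normalization. The paper's text does not name the annotation release, and it does not say whether the counting used the strand of the reads. The total count per mouse ranged from 16744096 to 20741212 in the control group, with a median of 17761682, and from 16293537 to 18389686 in the GWI group, with a median of 17428512. The 10 most abundant genes of each mouse took between 9.72% and 23.1% of its counts in the control group, the highest share being that of Control replicate 9, and between 11.0% and 12.8% in the GWI group.

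From these counts, 14146 genes passed edgeR's filter on low counts (filterByExpr) and were tested. Library sizes were scaled by edgeR's TMM method, and the groups were compared by edgeR's quasi-likelihood test, with p-values adjusted by the Benjamini-Hochberg method over all tested genes. Log2 fold changes are GWI against control, so a positive value is higher in GWI colons. Levels are given as CPM on the TMM-scaled library sizes. The identifiers and positions of genes are those of the GENCODE M21 annotation of GRCm38, to which the gene symbols of the table were matched.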

Unbiased RNA-Seq analysis was performed on colon tissues from control and GWI colons. 

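Of the 14146 genes tested, 3792 had an adjusted p-value under 0.05, with 1889 higher and 1903 lower in GWI colons. The methods of the paper define differentially expressed genes by a p-value under 0.05 and an absolute log2 fold change over 1. The methods do not say whether this p-value is adjusted, and it was taken here as unadjusted. By this threshold, 92 genes were higher and 250 lower in GWI colons. The alternative that moved these numbers most was the threshold in the legend of Fig. 5A, an adjusted p-value under 0.05 and a fold change over 30%, which 1349 higher and 1602 lower genes met.

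Among genes with an adjusted p-value under 0.05 and an absolute log2 fold change over 1, the 5 with the smallest p-values that were higher in GWI colons were Kif21b, Mycbpap, Mfsd9, Tmc5 and B4galnt2, and the 5 that were lower were Ankrd37, Snord118, Hlf, Ifit3b and Gbp5. Kif21b (ENSMUSG00000041642.18, chromosome 1, 136131389 to 136177998) encodes a kinesin motor protein and had 51.4 ± 6.14 CPM (SD, n = 8) in GWI colons against 22.9 ± 6.61 CPM (SD, n = 9) in controls. Its log2 fold change was 1.17 (standard error 0.14, adjusted p = 0.000183 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ankrd37 (ENSMUSG00000050914.16, chromosome 8, 45996902 to 46005707) had 10.2 ± 2.18 CPM (SD, n = 8) in GWI colons against 32.4 ± 9.99 CPM (SD, n = 9) in controls, a log2 fold change of -1.67 (standard error 0.19, adjusted p = 0.000106 from the same test). Exons of Ankrd37 overlap those of Lrp2bp and Ufsp2 on the opposite strand, so its count is uncertain if strand was not used. The same limit holds for Mfsd9 and Gm37915, and for B4galnt2 and Gm11534. For both Kif21b and Ankrd37, each of the 8 GWI mice lay beyond every control mouse. The log2 fold changes of the other genes higher in GWI colons were 1.25 for Mycbpap, 1.11 for Mfsd9, 1.01 for Tmc5 and 1.10 for B4galnt2. Snord118, a small nucleolar RNA that had 0 to 8 counts per GWI mouse and 13 to 48 per control mouse, had a log2 fold change of -3.17, Hlf had -1.61 and Ifit3b had -1.21. These genes had adjusted p-values between 0.000183 for Mycbpap and 0.000673 for Ifit3b, and all kept an adjusted p-value under 0.05 in each of the 17 fits that left out 1 mouse.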

351 genes were uniquely downregulated and 135 were up regulated in GWI groups compared to the control group. Top 30 differentially expressed genes were plotted including up regulation of *Il4, Casp3, Cd40* and downregulation of *Ngfr, Nek10, Ace2, and Otor* (log2FC>±1.25 for all; Fig. 5A). 

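Il4 (ENSMUSG00000000869.12, chromosome 11, 53602982 to 53618669) encodes the cytokine interleukin 4. It had 17.2 ± 14.2 CPM (SD, n = 8) in GWI colons and 2.87 ± 0.68 CPM (SD, n = 9) in controls, a log2 fold change of 2.58 (standard error 0.39, adjusted p = 0.000619 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The raw counts ranged from 20 to 69 in control mice and from 30 to 880 in GWI mice, and 7 of the 8 GWI mice lay above every control mouse. Il4 stands out of the alphabetical order of the count table, and the paper's text gives no reason. Whether its counts were obtained like those of other genes is an open question.

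Cd40 (ENSMUSG00000017652.16, chromosome 2, 165055627 to 165072948), a receptor of antigen-presenting cells, had few counts, 12 to 23 per control mouse and 13 to 111 per GWI mouse. The fold change of Cd40 was 2.02 in log2 (standard error 0.32, adjusted p = 0.000702 from the same test).

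Ngfr (ENSMUSG00000000120.6, chromosome 11, 95568818 to 95587735) encodes the p75 neurotrophin receptor. It had 14.6 ± 6.83 CPM (SD, n = 8) in GWI colons and 72.6 ± 34.1 CPM (SD, n = 9) in controls, a log2 fold change of -2.32 (standard error 0.46, adjusted p = 0.00247 from the same test). The GWI mice had 140 to 425 counts. Control replicate 9 had 32, fewer than any GWI mouse, and the other control mice had 695 to 2110. Nek10 (ENSMUSG00000042567.20, chromosome 14, 14803415 to 15012059), a kinase gene, had 0 to 7 counts per GWI mouse and 8 to 43 per control mouse, with a log2 fold change of -2.12 (standard error 0.43, adjusted p = 0.00283 from the same test). It passed the filter on low counts in 9 of the 17 fits that left out 1 mouse. Otor (ENSMUSG00000027416.2, chromosome 2, 143078473 to 143081713) had a log2 fold change of -1.73 (standard error 0.64) and an adjusted p of 0.0515, and 5 of the 17 fits that left out 1 mouse brought the adjusted p under 0.05. Over the alternatives that kept all mice it ranged from 0.0207 with limma-voom to 0.188 with a score of muscle content as a covariate. This score is the level of smooth muscle genes less that of colon epithelium genes, and it goes with the groups.

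**Figure D1:**
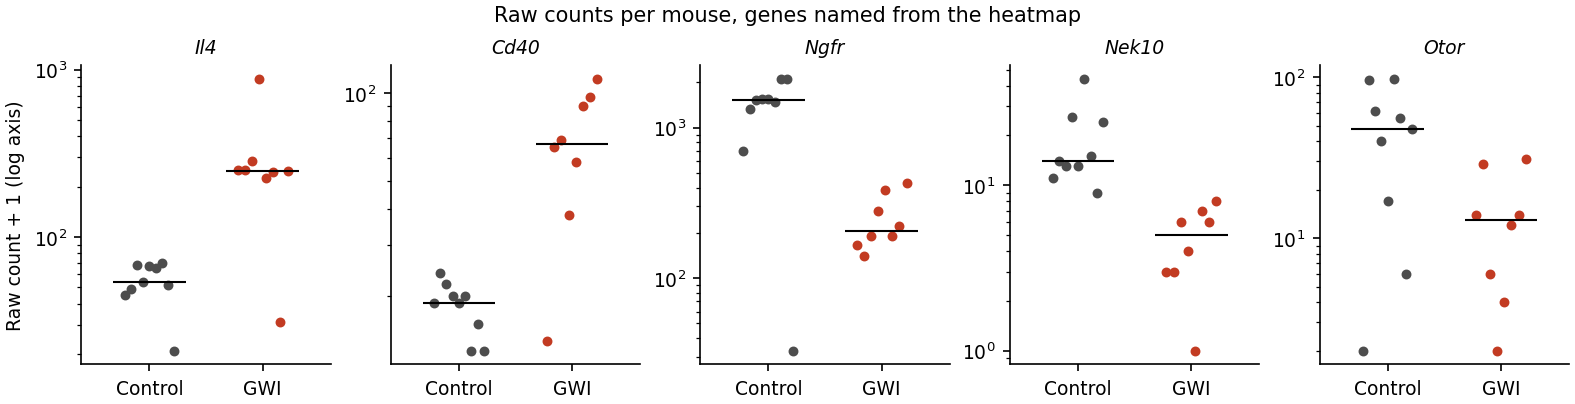
Raw counts of the 5 genes Il4, Cd40, Ngfr, Nek10 and Otor in each of the 9 control and 8 GWI mice, on a log axis of the count plus 1, with a line at each group's median. Control replicate 9 is the control mouse with 32 counts of Ngfr.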

Principal component analysis (PCA) revealed 32.4% variance in PC1, and 22% variance in PC2 (Fig. 5B), indicating broad differences between control and GWI colons due to one-time PB exposure, observed chronically despite a 21-day recovery period. 

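Principal components were computed from log2 CPM (prior count 2), centred and not scaled, as the methods describe on the differentially expressed genes, here the 342 genes past the threshold of the methods. PC1 held 48.2% and PC2 15.3% of their variance. Genes chosen because they differ between the groups separate the groups by construction, so the groups were compared on the components of all 14146 tested genes. On these, PC1 held 34.6% and PC2 22.8% of the variance. The mean PC1 scores of the groups differed by 14.0, within what regrouping the 17 mice gives (exact permutation test over all splits into 9 and 8, two-sided, p = 0.422). On PC2 the mean scores differed by 47.6 (exact permutation test, two-sided, p = 0.000165). All 8 GWI mice had positive PC2 scores, from 7.48 to 35.3. Of the control mice, 8 had negative PC2 scores, and Control replicate 1 had a score of 18.3. Of the alternatives, taking all tested genes moved both variance shares most.

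**Figure D2:**
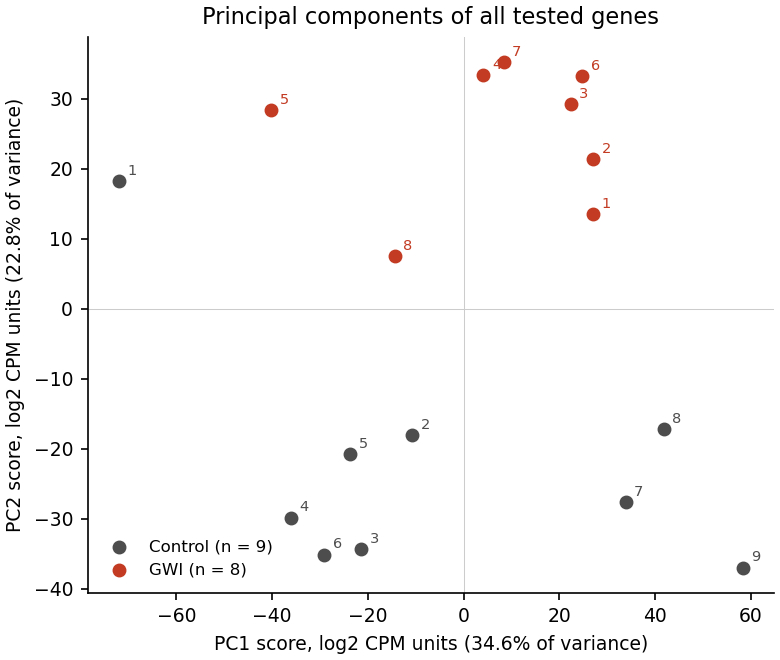
Scores of the 17 mice on PC1 and PC2 of all tested genes, with axes in log2 CPM units, numbered by replicate. The 8 GWI mice lie above 0 on PC2, as does Control replicate 1, and along PC1 the groups overlap.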

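Sets of genes were tested with camera, which asks whether the genes of a set moved more than other genes, at its preset correlation between genes of 0.01. The Reactome pathways of the fgsea package with 10 to 500 tested genes were used, 870 sets, since a Gene Ontology annotation was not used here, and 94.6% of their members matched the gene symbols of the count table. After Benjamini-Hochberg adjustment over these sets, 64 were higher and 101 lower in GWI colons at an adjusted p-value under 0.05. Under fry, a rotation test, 63 of the 64 and 59 of the 101 held, and with a correlation estimated for each set 0 sets passed 0.05 in either direction. In 100 splits of the same mice into groups of these sizes, the real one included, 37 gave at least 165 such sets with camera. The number of sets alone therefore does not separate the real groups from other splits.

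Among immune pathways, Cytokine Signaling in Immune system was higher (adjusted p = 0.0381 from camera), and 57.1% of its 205 tested genes had a positive log2 fold change. Interferon gamma signaling was also higher (adjusted p = 0.0418 from camera), with a positive log2 fold change in 58.0% of its 81 genes. Both passed 0.05 under fry. Neither did when genes were required to have at least 10 counts in every mouse, with adjusted p-values of 0.0581 and 0.0768, or with a score of muscle content as a covariate, with 0.201 and 0.257. Over all alternatives the adjusted p ranged from 0.00588 to 0.798 for Cytokine Signaling in Immune system and from 0.00633 to 0.798 for Interferon gamma signaling. Without Control replicate 3 the adjusted p of Cytokine Signaling in Immune system was 0.0692, and without GWI replicate 8 that of Interferon gamma signaling was 0.0865. A hand-written list of interferon gamma response genes went the other way, with 17 of 20 genes lower and a median log2 fold change of -0.40. Its adjusted p was 0.0102 from camera and 0.0509 from fry, so the direction of the interferon gamma response stays open.

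Among neural pathways, Neuronal System had a median log2 fold change of -0.27 over 190 genes, with an adjusted p of 0.331. Axon guidance had a median of -0.058 over 261 genes, and camera, which compares it with the other genes, placed it on the higher side with an adjusted p of 0.813. The covariate for muscle content changed both. Neuronal System became higher in GWI colons (adjusted p = 0.0386) and Axon guidance passed 0.05 as higher (adjusted p = 8.06e-05). Over all alternatives the adjusted p reached 0.934 and 0.981, and Axon guidance was on the lower side with the replicate number as a block (adjusted p = 0.826) and in 4 of the 17 fits that left out 1 mouse. The smallest p-values among all sets were those of Phospholipid metabolism (adjusted p = 3.73e-06), Glycerophospholipid biosynthesis (4.64e-05) and Fatty acid, triacylglycerol, and ketone body metabolism (0.000494) for sets that were higher. For sets that were lower they were those of Eukaryotic Translation Elongation, Peptide chain elongation and Eukaryotic Translation Termination, each with an adjusted p of 2.57e-21. All 89 tested genes of Eukaryotic Translation Elongation had negative log2 fold changes. Only 63.0% of the listed members of this set, and 62.3% of those of the other 2 translation sets, matched a gene symbol of the count table.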

Gene set enrichment analysis revealed immune and neural related pathways in both up and downregulated genes (Log2Foldchange=1.2; FDR value=0.1; Fig. 5C). This included notch signaling, apoptotic processes, generation, and differentiation of neurons. 

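The Reactome set Signaling by NOTCH had 69 tested genes, of which 46.4% had a positive log2 fold change, and an adjusted p of 0.706 from camera. Of its genes, 15 were higher and 10 lower at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test. Apoptosis had 134 tested genes with a median log2 fold change of -0.057 and an adjusted p of 0.805, with 15 genes higher and 28 lower. In a list of 10 enteric neuron genes (among them Elavl4, Uchl1, Snap25 and Tubb3, the gene of the tubulin that the study stained), all 10 had negative log2 fold changes, with a median of -0.58. None of them passed an adjusted p-value of 0.05, and the list did not differ from other genes (adjusted p = 0.276 from camera). With the score of muscle content as a covariate, all 10 had positive log2 fold changes. A list of enteric glia genes had a median log2 fold change of -0.62, with 6 of 9 genes lower and an adjusted p of 0.0675. It was 0.0266 without GWI replicate 8, the lowest of the 17 fits that left out 1 mouse, and 0.163 without Control replicate 2, the highest.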

Pathways of smooth muscle proliferation and arachidonic acid metabolism of prostaglandins were also identified in the analysis.

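A list of 10 smooth muscle genes (Acta2, Myh11, Actg2, Des, Cnn1, Tagln, Synpo2, Lmod1, Smtn and Mylk) was lower in GWI colons. All 10 had negative log2 fold changes with a median of -0.91, and 7 of them had an adjusted p-value under 0.05 from edgeR's quasi-likelihood test. The adjusted p of the list was 0.0015 from camera and 0.0658 from fry, and over all alternatives it ranged from 1.92e-05 to 0.651. With the score of muscle content, which contains this list, as a covariate the direction was reversed. A list of 11 colon epithelium genes was higher, with a median log2 fold change of 0.32, 7 of its genes higher and an adjusted p of 0.0148 from camera. The methods call the sequenced samples colon explant tissue and do not name the layers in it. A list of muscle genes therefore reads the share of muscle in the sample together with the level in muscle cells. On stained sections the paper found no significant change in the thickness of the muscularis externa. The Reactome set Arachidonic acid metabolism had a median log2 fold change of -0.28 over 42 genes, and an adjusted p of 0.423 from camera. Of its genes, 3 were higher and 8 lower at an adjusted p-value under 0.05 from edgeR's test. Signaling by GPCR, the closest set to the G protein-coupled receptor term of Fig. 5C, had a median of -0.10 over 346 genes and an adjusted p of 0.956.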

**Fig. 5.**
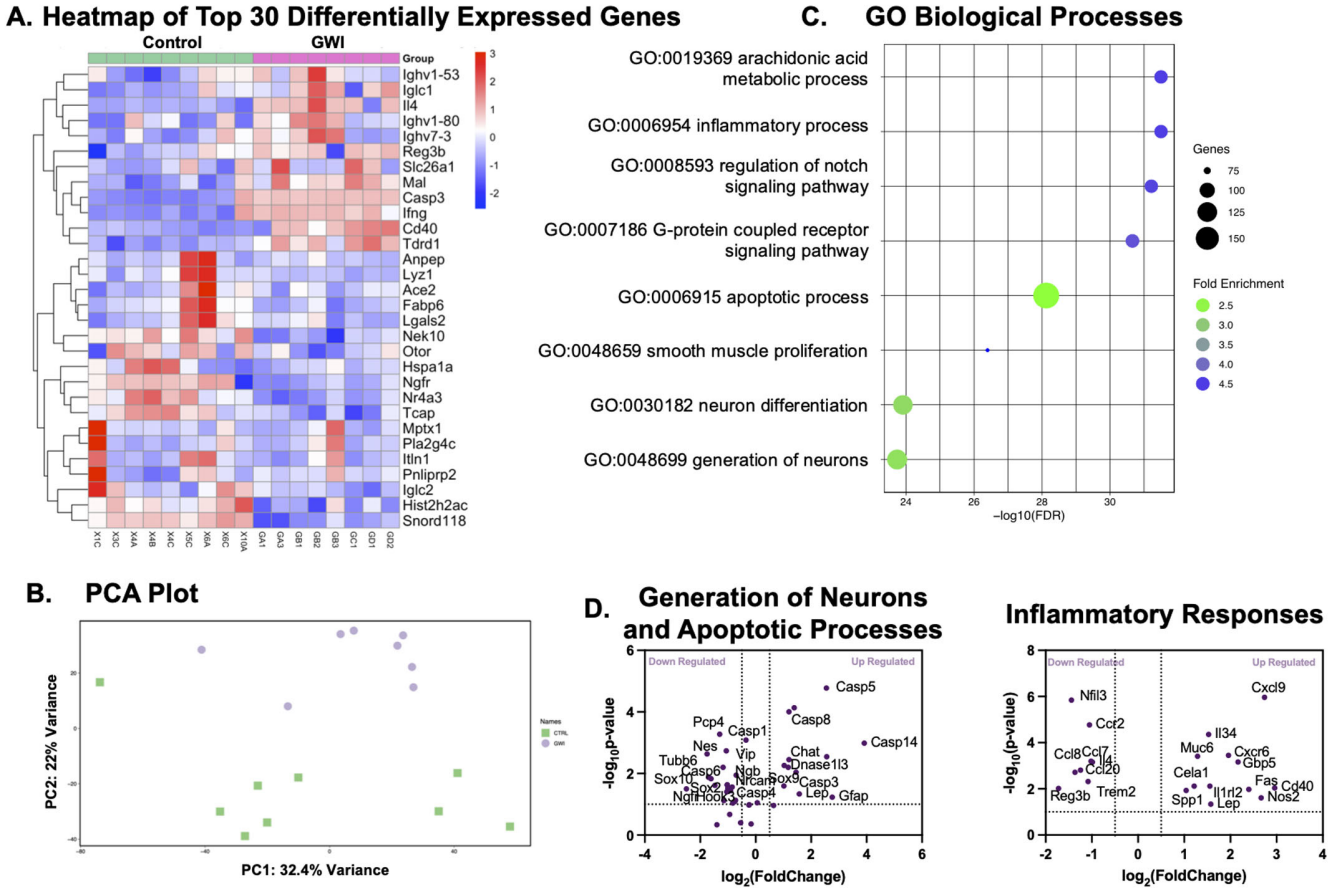
**Gene expression analysis of GWI and control mice.** (A) Heatmap of top 30 representative differentially expressed genes between GWI and control groups (>30% fold-change; FDR adjusted *P*<0.05). Expression values are scaled. Genes and samples are clustered by Euclidean distance. (B) PCA plot displaying all 17 samples along PC1 and PC2, which describe 32.4% and 22% of the variability, respectively, within the expression data set. (C) Bubble plot of representative BP enrichment results of differentially expressed genes. The bubble size reflects the number of genes enriched in a certain term, and the bubble color reflects the fold enrichment. (D) Volcano plots showing top up and down regulated genes within each biological process. FDR, false discovery rate; GO, gene ontology; BP, biological processes.

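The 30 genes drawn in Fig. 5A were all in the count table and all tested. Each of the 30 had a log2 fold change of the sign that the heatmap shows by eye, and 19 of them had an adjusted p-value under 0.05 from edgeR's quasi-likelihood test together with a fold change over 30%. The authors chose these genes on the same mice, so the number is no independent test of the difference. With at least 10 counts required in every mouse, 19 of the 30 genes were left to test and had the sign of the heatmap. The sign was kept by 28 of the 30 with limma-voom, by 29 with the DESeq2 Wald test, and by 26 with the score of muscle content as a covariate. Without Control replicate 1, 29 of the 30 were tested and 26 had the sign of the heatmap, and in the other fits that left out 1 mouse all tested genes had it, at least 27 of the 30.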

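The volcano plots of Fig. 5D label 41 genes. Of these, 40 are in the count table and 38 passed the filter on low counts. The gene that the table lacks is Casp5, and the 2 that failed the filter are Casp14 and Cxcl9. In edgeR's quasi-likelihood test, Cxcr6 had a log2 fold change of -1.43 (standard error 0.23, adjusted p = 0.00074), and Spp1 had -1.45 (standard error 0.33, adjusted p = 0.00557). Nfil3 had a log2 fold change of 1.35 (standard error 0.24, adjusted p = 0.00151). Dnase1l3 (-0.84), Il34 (-0.43), Cela1 (-0.26) and Il1rl2 (-0.29) had negative log2 fold changes with adjusted p-values from 0.0566 for Cela1 to 0.423 for Il1rl2, and Reg3b had 1.93 with an adjusted p of 0.0593.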

To gain insights into these pathways, several biological processes (BP) pathways were broken down into their respective up- and downregulated genes within volcano plots. Within the generation of neurons pathway (Fig. 5D), the top three overexpressed genes were *Gfap, Chat*, and *Sox9* (log2FC>1.25 for all) in GWI colons, corroborating our previous results in cholinergic expression, not just from immunostaining but also in hypercontractile phenotypes. 

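Gfap (ENSMUSG00000020932.14, chromosome 11, 102887336 to 102900912), a marker of glia, had 17.0 ± 6.71 CPM (SD, n = 8) in GWI colons and 28.4 ± 13.9 CPM (SD, n = 9) in controls. Its log2 fold change was -0.74 (standard error 0.29, adjusted p = 0.0674 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In 4 of the alternatives, among them the DESeq2 Wald test that the authors used (adjusted p = 0.0395), Gfap passed 0.05 as lower in GWI colons, and over all alternatives its adjusted p ranged from 0.000413 to 0.397. With the score of muscle content as a covariate its log2 fold change was 0.27.

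Chat (ENSMUSG00000021919.8, chromosome 14, 32408203 to 32465989) encodes choline acetyltransferase, the marker of cholinergic neurons. It had 201 ± 29.3 CPM (SD, n = 8) in GWI colons and 152 ± 30.3 CPM (SD, n = 9) in controls, a log2 fold change of 0.40 (standard error 0.13, adjusted p = 0.0336 from the same test), and 6 of the 8 GWI mice lay above every control mouse. Its adjusted p was above 0.05 under several alternatives, from 0.0518 without a filter on low counts to 0.0909 with upper-quartile factors, the highest value, while the lowest was 0.00277 with a surrogate variable. It was also above 0.05 in 7 of the 17 fits that left out 1 mouse, with the highest value of 0.0644 without GWI replicate 7. Like Il4, Chat stands out of the alphabetical order of the count table, so the same open question holds for its counts. Sox9 (ENSMUSG00000000567.5, chromosome 11, 112782224 to 112787760) had 66.5 ± 9.85 CPM (SD, n = 8) in GWI colons and 64.7 ± 15.7 CPM (SD, n = 9) in controls, a difference smaller than the spread between mice (log2 fold change 0.040, standard error 0.14, adjusted p = 0.847). The sign of Sox9 changed with upper-quartile factors, where it was -0.052.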

The top five under expressed genes included *Ngfr, Nes, Tubb6, Sox2*, and *Shh* (log2FC>−1.25 for all), indicative of impaired neural regeneration from ENSCs. 

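The values of Ngfr are given with the genes of Fig. 5A. Nes (ENSMUSG00000004891.16, chromosome 3, 87971078 to 87980451), a marker of neural progenitors, had 13.6 ± 17.7 CPM (SD, n = 8) in GWI colons and 30.0 ± 9.48 CPM (SD, n = 9) in controls. Its log2 fold change was -1.14 (standard error 0.43, adjusted p = 0.0589 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). GWI replicate 4 had 998 counts, above every control mouse, while the other 7 GWI mice lay below every control mouse. Without GWI replicate 4 the log2 fold change was -2.02 (adjusted p = 0.000128), and over the alternatives that kept all mice the adjusted p ranged from 1.69e-09 with the DESeq2 Wald test to 0.261 with the muscle covariate. Tubb6 (ENSMUSG00000001473.7, chromosome 18, 67390717 to 67402749), a tubulin gene, had 33.2 ± 8.34 CPM (SD, n = 8) against 51.3 ± 21.0 CPM (SD, n = 9), a log2 fold change of -0.63 (standard error 0.23, adjusted p = 0.0492 from the same test). Only 4 of the 17 fits that left out 1 mouse kept its adjusted p under 0.05, and without Control replicate 6 it was 0.0995. Over the alternatives that kept all mice it ranged from 0.000187 to 0.271.

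Sox2 (ENSMUSG00000074637.7, chromosome 3, 34650405 to 34652461) had 9 to 31 counts per GWI mouse and 7 to 58 per control mouse, a log2 fold change of -0.82 (standard error 0.32, adjusted p = 0.0667 from the same test). It passed 0.05 as lower under 4 alternatives, the DESeq2 Wald test among them (adjusted p = 0.0402), and over all alternatives its adjusted p ranged from 0.000277 to 0.941. Shh (ENSMUSG00000002633.4, chromosome 5, 28456815 to 28467256) had 4.05 ± 1.17 CPM (SD, n = 8) in GWI colons and 4.01 ± 1.68 CPM (SD, n = 9) in controls. The log2 fold change of 0.016 (standard error 0.28, adjusted p = 0.971) was smaller than the spread between mice and became -0.077 with upper-quartile factors. Exons of Shh overlap those of 9530036O11Rik and Gm26894 on the opposite strand. With the score of muscle content as a covariate, Tubb6 and Sox2 were no longer lower, with log2 fold changes of 0.24 and 0.039.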

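Casp14 (ENSMUSG00000005355.9, chromosome 10, 78711991 to 78718294) had 0 to 8 counts per control mouse and 0 to 5 per GWI mouse. It failed the filter on low counts and was not tested in the main fit, and its few counts limit what could be detected. Without the filter its log2 fold change was -0.65 (standard error 0.71, adjusted p = 0.534 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gsdmd (ENSMUSG00000022575.5, chromosome 15, 75862327 to 75867408), which encodes the pore-forming protein gasdermin D, had 102 ± 11.7 CPM (SD, n = 8) in GWI colons and 77.6 ± 17.4 CPM (SD, n = 9) in controls. For Gsdmd the log2 fold change was 0.40 (standard error 0.12, adjusted p = 0.0242 from the same test), and its adjusted p was above 0.05 with upper-quartile factors (0.0603), with the score of muscle content as a covariate (0.0528) and with the replicate number as a block (0.077), the highest of the alternatives, the lowest being 0.00227. Without GWI replicate 7 it was 0.0548. Casp5 is in neither the count table nor the GENCODE M21 annotation. Lep (ENSMUSG00000059201.12, chromosome 6, 29060220 to 29073877), the gene of the adipose hormone leptin, had 1 to 257 counts per control mouse and 28 to 581 per GWI mouse. Its log2 fold change of 1.08 (standard error 0.71, adjusted p = 0.254) was within the spread between mice. GWI replicate 7 had the 581 counts, and without this mouse the log2 fold change was 0.56. The 8 tested genes of a list of adipose tissue markers, among them Adipoq and Plin1, were all higher in GWI colons, with a median log2 fold change of 1.04 and an adjusted p of 0.0675 from camera, which over the alternatives ranged from 0.0437 to 0.67.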

Genes *Casp14*, *Gsdmd*, *Casp5*, and *Lep* were upregulated in GWI mice related to the apoptotic process (log2FC>1.5 for all; Fig. 5D).

Lastly, within inflammatory responses pathway, the top expressed genes were *Cd40*, *Cxcl9*, *Nos2*, *Fas*, and *Gbp5* (log2FC>2 for all) within GWI mice (Fig. 5D), further corroborating the presence of inflammation within the colon and the myenteric plexis.

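The values of Cd40 are given with the genes of Fig. 5A. Cxcl9 (ENSMUSG00000029417.9, chromosome 5, 92321347 to 92328079), a chemokine gene induced by interferon gamma, had 2 to 42 counts per control mouse and 0 to 10 per GWI mouse and failed the filter on low counts. Without the filter its log2 fold change was -1.90 (standard error 0.54, adjusted p = 0.0228 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nos2 (ENSMUSG00000020826.8, chromosome 11, 78920787 to 78960254), the inducible nitric oxide synthase, had 1.35 ± 1.05 CPM (SD, n = 8) in GWI colons and 2.64 ± 4.50 CPM (SD, n = 9) in controls. For Nos2 the log2 fold change was -0.96 (standard error 0.69, adjusted p = 0.304 from the same test). Control replicate 1 had 228 counts of Nos2, and without this mouse the log2 fold change was 0.19 (adjusted p = 0.777). Fas (ENSMUSG00000024778.13, chromosome 19, 34290666 to 34327772), a death receptor gene, had 14.4 ± 2.28 CPM (SD, n = 8) against 11.8 ± 4.53 CPM (SD, n = 9), a log2 fold change of 0.29 (standard error 0.19, adjusted p = 0.25 from the same test). Without Control replicate 9, which had 322 counts, Fas had a log2 fold change of 0.46 (adjusted p = 0.0234). The fit with the replicate number as a block (0.48), which takes no group difference from that mouse, also passed 0.05. Fas passed 0.05 as well with limma-voom (0.51) and with the correction for GC content and length that was added after the data were seen (0.54). Over all alternatives its adjusted p ranged from 0.00285 to 0.979. Gbp5 (ENSMUSG00000105504.4, chromosome 3, 142493978 to 142522344) encodes a guanylate-binding protein induced by interferon gamma. It had 1.84 ± 0.43 CPM (SD, n = 8) in GWI colons and 4.14 ± 1.11 CPM (SD, n = 9) in controls, a log2 fold change of -1.17 (standard error 0.19, adjusted p = 0.000733 from the same test). All 8 GWI mice, with 26 to 46 counts, lay below every control mouse, with 51 to 142.

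Of the genes that the text on this experiment names, 20 are reported here, of which 17 were tested. Of these 17, 12 had an adjusted p-value under 0.05 when adjusted over the list alone and 8 when adjusted over all tested genes. The authors chose the list on these mice, so the number over the list alone is not independent evidence. The paper takes Cd40, Cxcl9, Nos2, Fas and Gbp5 as further support for inflammation within the colon and the myenteric plexus, beside its other experiments.

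**Figure D3:**
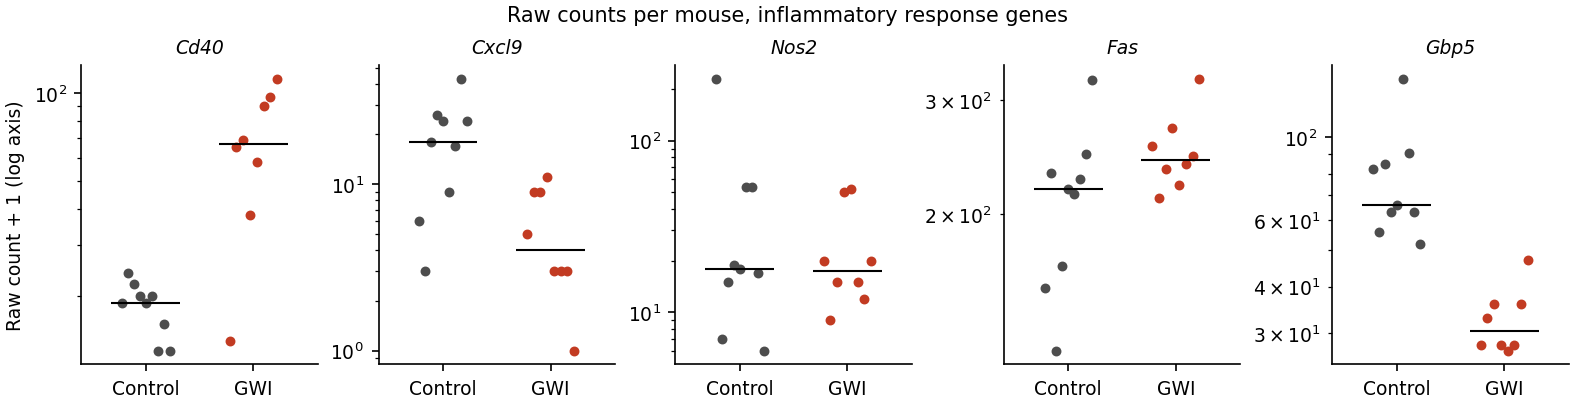
Raw counts of the 5 genes in each of the 9 control and 8 GWI mice, on a log axis of the count plus 1, with a line at each group's median. The GWI mice lie below the control mice for Gbp5, and Control replicate 1 is the control mouse with 228 counts of Nos2.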

## DISCUSSION

Neuroplasticity is the ability for adaptive remodeling of neural circuits in response to injury or inflammation (Calderone et al., 2024). It is essential for maintaining homeostatic gastrointestinal function and motility. However, in the context of chronic inflammation, neuroplasticity can become maladaptive, leading to sustained structural changes in the ENS ultimately disrupting gut motility and function (Demir et al., 2013). In the context of GWI, over 30% of Gulf War veterans continue to suffer from chronic diarrhea/constipation and abdominal pain (severe functional gastrointestinal motility disorders), related to acute toxic exposures that occurred ∼20 years ago, during the Persian Gulf War (Collier et al., 2024). Why Gulf War veterans continue to experience gastrointestinal symptoms is a significant knowledge gap, which we aimed to approach from the lens of persistent enteric neuro-inflammation and maladaptive neuroplasticity within the colon.

In previous work, we developed a mouse model that demonstrated acute colonic motility disruptions upon oral exposure to PB for 7 days (Collier et al., 2023). Among the many toxic exposures during combat, the only oral toxic exposure was the unmitigated ingestion of PB as a prophylactic measure against nerve gas attacks (White et al., 2016). Since our focus was on understanding colonic motility disruptions, we continued to build upon our oral PB exposure model, adding a 3-week recovery period from PB exposure to evaluate chronic effects. Our findings of damaged enteric neural structures (Fig. 1) are in alignment with reports of sustained structural changes in the enteric nervous system in the context of chronic inflammation (Demir et al., 2013), including in irritable bowel syndrome, diverticular disease, and in aging (Deduchovas et al., 2008; Hanani et al., 2004; Törnblom et al., 2002).

Several other groups adopt oral PB exposure to induce gastrointestinal symptoms associated with GWI, reporting alterations in gastrointestinal motility via bead expulsion assays (Chaudhari et al., 2024) and direct recordings of contractility *ex vivo* (Hernandez et al., 2019). We similarly adopted the use of *ex vivo* contractility recordings from isolated circular structures of the colon, drawing from our expertise in evaluating colonic motility using these analytical methods (Zakhem et al., 2014; Raghavan et al., 2009, 2011, 2014). Therefore, using an isometric force transducer, we quantified changes in colonic motility in response to exogenously added acetylcholine or direct electrical field stimulation of the enteric nerves within control untreated or PB-treated and recovered colons. Similar to data reported by Hernandez et al. (2019), despite a 3-week recovery following one-time PB exposure, persistent colonic dysmotility (hypercontraction) was observed in response to cholinergic excitatory stimulation (Fig. 2). Interestingly, while our previous acute model showed reduced cholinergic contraction (Collier et al., 2023), here, we observe increased excitatory contractile responses alongside reduced inhibitory relaxation, indicating a neuroplasticity-driven shift in the balance of excitatory and inhibitory signaling. The reversal in findings between acute and chronic settings implied neuroplasticity mechanisms at play, contributing to impaired repair and regeneration. Indeed, chronically, an imbalance was identified between excitatory and inhibitory neurons via immunofluorescence (Fig. 2), specifically the loss of inhibitory nitrergic Nos1^+^ neurons. The losses we observed in the GWI colons have also similarly been observed in animal models of diarrhea-prone irritable bowel syndrome and type 1 diabetes (Li et al., 2016; Masaoka et al., 2014; Camilleri et al., 2011; Takahashi et al., 1997; Wrzos et al., 1997). Collectively, our findings suggested maladaptive neuroplasticity in GWI. Therefore, we investigated enteric neuro-inflammation as a likely cause in the chronic GWI colon.

An inflammatory soluble milieu and an influx of inflammatory macrophages was observed in the GWI colon myenteric plexus (Fig. 3). Muscularis macrophages, the main immune cell within the muscularis externa, are particularly important for maintaining immune homeostasis (De Schepper et al., 2018). When these otherwise tolerogenic macrophages acquire pro-inflammatory programming (Mikkelsen et al., 2008), broader inflammation is instigated within the gut as observed in aging, post-operative ileus (Tsuchida et al., 2011; Farro et al., 2017; Yuan and Taché, 2017), diabetic gastroparesis (Grover et al., 2017; Bernard et al., 2014; Grover et al., 2018, 2019) – all conditions also accompanied by disrupted colonic motility (Becker et al., 2018). In our chronic GWI model, despite inflammation being chronic and persistent, we classify it as low-grade based on the cytokine release profiles (Petersen and Pedersen, 2005). While this chronic low-grade inflammation may not affect the structural smooth muscle component, it can significantly disrupt colonic motility (Peuhkuri et al., 2010), reported in the contexts of inflammatory bowel disorders (Raouf et al., 2024; Zhang et al., 2024; Kinoshita et al., 2006; Bercík et al., 2004; Melgar et al., 2005; Robinson et al., 2017; Vanheel et al., 2014), obesity and diabetes (Zogg et al., 2023; Antonioli et al., 2020, 2019; Cruz-Muñoz et al., 2024), and diverticulitis (Tursi, 2019; Scaioli et al., 2016; Cossais et al., 2019). Interestingly, in a wildly different context of airway smooth muscle, chronic persistent low-grade inflammation in asthma results in smooth muscle hypercontractility (Berair et al., 2013; Akiho et al., 2002; An et al., 2007). We believe that our observations of hypercontractility (in response to ACh) in GWI colons may be a similar response to chronic low-grade inflammation. Thus, the heightened contractile response may represent a downstream effect of chronic, unresolved inflammation and aberrant neuroplasticity, rather than a purely myogenic adaptation. This interplay between persistent inflammation, neural remodeling, and motility dysfunction supports the hypothesis that maladaptive enteric neuroplasticity is a driver of GWI-related dysmotility.

Having confirmed a low-grade inflammatory milieu in the GWI colon and muscularis externa, we continued to investigate whether this specifically impacted neuroplasticity via repair and regeneration of the enteric nervous system. To the best of our knowledge, the focus on impaired long-term repair and regeneration within the enteric nervous system in GWI symptom persistence is novel. Disruption of the gut-brain axis through gut microbiome dysbiosis and inflammatory gliosis are more frequently studied and documented as indirect causal factors in persistent gastrointestinal dysmotility in GWI (Chaudhari et al., 2024; Hernandez et al., 2020, 2019). However, the ENS functions largely independently of the central nervous system in regulating gastrointestinal motor activity and motility (Schneider et al., 2019), and houses its own tissue-resident ENSCs that contribute to its repair and regeneration. p75^+^ ENSCs, therefore, are key cellular players responsible for repairing damaged neural networks restoring colonic function to homeostasis (Burns et al., 2004; Burns and Thapar, 2014), by promoting neurogenesis and neuroplasticity (Kulkarni et al., 2017).

The close proximity of inflammatory Cd40^+^ macrophages with ENSCs (Fig. 4) suggests local amplification of inflammatory cytokines, that may potentially impact ENSC ability to repair and regenerate the enteric nervous system. Our results are aligned with other reports where enteric neuroinflammation (even instances of resolved inflammation) cause critical long-term alterations to neuroplasticity (Masson et al., 1996; Lin et al., 2005), resulting in chronic motility dysfunction. Our results therefore underscore that proximity of local enteric neuroinflammation impacts the ability of ENSCs to repair and regenerate the enteric nervous system, disrupting motility long-term in GWI. This was additionally corroborated even with an unbiased approach via pro-inflammatory and apoptotic pathways upregulated at the transcriptome level (Fig. 5).

Unlike transient inflammatory responses, where homeostasis is restored once the inflammatory insult is resolved, GWI represents a unique case in which acute, one-time exposure to PB resulted in lasting disruptions to neuro-immune structure and function. This persistent neuroplasticity in response to inflammation could explain why symptoms of diarrhea, constipation and abdominal pain continue to affect GWI veterans decades after the initial exposure. Similar neuroplasticity-inflammation driven dysmotility has been documented in other models of gastrointestinal dysfunction, particularly in functional gastrointestinal disorders (FGIDs), where chronic neuroinflammation impairs the ENS’s capacity for repair and regeneration (Mawe, 2015; Spear and Mawe, 2019; Lakhan and Kirchgessner, 2010). In these conditions, sustained inflammation and neural remodeling prevent the re-establishment of neuro-immune homeostasis, perpetuating motility issues. The overlap between GWI-related dysmotility and FGID mechanisms suggests that GWI could serve as a model for understanding the broader impacts of neuroplasticity and inflammation on chronic gut dysfunction. By advancing our understanding of cellular dynamics in enteric neuroinflammation, we can pave the way toward effective, targeted treatments for chronic gastrointestinal motility disorders.

## MATERIALS AND METHODS

### Materials and reagents

All tissue culture media, and supplements were purchased from ThermoFisher Scientific (Waltham, MA, USA), unless otherwise specified. Collagenase type II was purchased from Worthington (Lakewood, NJ, USA) and dispase from StemCell Technologies (Canada). B27 supplement was purchased from ThermoFisher Scientific. Growth factors were purchased from Peprotech (Cranbury, NJ, USA). All conjugated antibodies were purchased from Santa Cruz (Dallas, TX, USA) or Abcam (Cambridge, MA, USA), unless specified otherwise. Pyridostigmine bromide (PB) was purchased from Sigma-Aldrich (St. Louis, MO, USA). Acetylcholine and tetrodotoxin was purchased from Sigma-Aldrich.

### Chronic effects of PB: mouse model of GWI

Expanding on our previously established acute GWI-related model of oral PB exposure leading to enteric neuroinflammation (Collier et al., 2023), we adapted our model to investigate the chronic effects of PB exposure. C57BL/6 male mice (32-34 weeks old), purchased from Jackson Laboratories (Bar Harbor, ME, USA), were chosen to model middle-aged physiology, reflective of the current demographic of Gulf War veterans, and to capture age-related vulnerability in neuro-immune repair mechanisms. Briefly, after male mice were acclimatized, PB was administered through oral exposure of 2 mg/kg through drinking water for 7 days. Average water intake was estimated at 4-6 ml/day/mouse, in line with previous oral dosing models (Bachmanov et al., 2002). After 7 days of PB exposure, PB was removed from the water and mice were maintained with access to regular water until euthanization at 30 days. This ‘recovery’ period allowed us to investigate chronic effects even after the acute toxic exposure was removed. All experimental protocols were approved by the Texas A&M University Animal Care and Use Committee (IACUC AUP 2020-0182 D).

### Immunofluorescence methods

#### Colon whole-mount longitudinal muscle and myenteric plexus (LMMP) preparation

Mice were euthanized by carbon dioxide euthanasia followed by cervical dislocation. Whole-mount LMMP sections were prepared through previous established methods (Collier et al., 2023). Briefly, colon sections were dissected, and fecal content cleaned with sterile Hanks’ Balanced Salt solution (HBSS). The colon was cut longitudinally as to open and expose the mucosa layer, then the mucosa and submucosal layers were gently peeled off leaving behind the longitudinal muscle and myenteric plexus (LMMP). Tissue sections were immediately placed in neutral buffered formalin for 4-6 h at 4°C.

#### Paraffin slide preparation and whole-mount immunohistochemistry

Paraformaldehyde-fixed samples were processed at 4 µm and stained with Hematoxylin and Eosin, performed by the Texas A&M University veterinary medicine and biomedical sciences research histology unit core facility. Paraffin-embedded colon tissues from control and GWI mice were sectioned into 20μm sections. Paraffin sections were rehydrated following deparaffinization followed by antigen retrieval performed by means of 1× sodium citrate buffer (pH 6.0) for 20 min in 100°C water bath. Whole-mount immunohistochemistry (IHC) protocols were adapted from Levin et al. (2021) and previously detailed IHC protocols (Collier et al., 2023). Briefly, LMMP sections cured overnight in 50% glycerol, then placed in 30% sucrose with an overnight incubation at 4°C. After permeabilization and blocking for 3 h, each tissue was subsequently stained with fluorophore-conjugated antibodies (Table S1) and an additional nuclear counterstain, Dapi. A detailed list of antibodies used is included in the supplementary materials. Unbound antibody was washed with PBS, and tissues were mounted using Prolong Diamond anti-fade reagent (ThermoFisher Scientific) before imaging using a Leica SP8 confocal microscope at the Microscopy and Imaging Center at Texas A&M University.

### Gene expression via qPCR

RNA was extracted from explant control and GWI colon using a RNeasy extraction kit (Qiagen, Hilden, Germany). RNA concentrations were measured using a Nanodrop 2000 (ThermoFisher Scientific) spectrophotometer, transcribed to cDNA using the high-fidelity cDNA transcription kit (Life Technologies), and qPCR was carried out in the 96-well format using a QuantStudio (Applied Biosystems). Gene expression differences were quantified using the 2ΔΔC_T_ method, using Gapdh as the housekeeping control, and reported as fold changes compared to a control age-matched sample. qPCR experiments were run in triplicates. Primer sets used are detailed in Table 1.

**Table 1.** List of primers used in RT-qPCR analysis of gene expression

Mouse primer	Gene sequences
*Gapdh*	F: AGGTCGGTGTGAACGGATTTG R: GGGGTCGTTGATGGCAACA
*Nos1*	F: CCCAACGTCATTTCTGTCCGT R: TCTACCAGGGGCCGATCATT
*Chat*	F: GGCCATTGTGAAGCGGTTTG R: GCCAGGCGGTTGTTTAGATACA
*Ngfr*	F: TGCCGATGCTCCTATGGCTA R: CTGGGCACTCTTCACACACTG
*Sox2*	F: GCGGAGTGGAAACTTTTGTCC R: GGGAAGCGTGTACTTATCCTTCT
*Sox9*	F: AGTACCCGCATCTGCACAAC R: ACGAAGGGTCTCTTCTCGCT
*Nes*	F: CCCACCTATGTCTGAGGCTC R: GGGCTAAGGAGGTTGGATCAT
*Emr1*	F: CTGCACCTGTAAACGAGGCTT R: GCAGACTGATGAGTTAGGACCACAA
*Nos2*	F: GGAGTGACGGCAAACATGACT R: TCGATGCACAACTGGGTCAAC
*Mrc1*	F: CTCTGTTCAGCTATTGGACGC R: TGGCACTCCCAAACATAATTTGA
*Ifng*	F: ACAGCAAGGCGAAAAAGGATG R: TGGTGGACCACTCGGATGA

### Cytokine multi-plex assay

Colon samples were collected from control and GWI mice. Tissue was processed for multiplex immunoassay as previously described (Collier et al., 2023). Briefly colon tissues were separated into three groups: sections containing all layers of the colon (full thickness), the longitudinal muscle and myenteric plexus (LMMP), and the mucosa. Tissues were homogenized and lysed in cell lysis buffer 2 (R&D systems, Minneapolis, MN). Protein concentration was measured using a Pierce BCA assay (ThermoFisher Scientific). Cytokine levels (Table 2) were evaluated using bead-based multiplex immunoassays and done according to the manufacturer's protocol (R&D Systems, Minneapolis, MN, USA).

**Table 2.** List of cytokines used in bead-based multiplex immunoassay

Cytokine
C-C Motif Chemokine Ligand 5 (Ccl5)
Interleukin-2 (Il-2)
Interleukin-6 (Il-6)
Interleukin-17 (Il-17)
Serine protease inhibitor clade E member 1 (SerpinE1)
Granulocyte macrophage-colony stimulating factor (Gm-csf)
Matrix Metalloproteinase-2 (Mmp-2)
Matrix Metalloproteinase-8 (Mmp-8)
Matrix Metalloproteinase-9 (Mmp-9)

### Measurement of physiological functionality of mice colon tissue rings

Physiological testing protocols were adapted from previous work from Collier et al. with detailed description of this protocol (Collier et al., 2023). Briefly, a custom-built organ bath set up was used, with a force transducer (FT20 from Harvard Apparatus, Holliston, MA, USA). One end of explanted colon rings was secured to the fixed pin within the organ bath, while the other end was looped over the measuring arm of a force transducer. The organ bath was filled with 37°C DMEM+HEPES. The force transducer was calibrated, and noise readings from air and warm bath fluid were established prior to mounting colonic tissues. DMEM+HEPES immersing the colon ring was changed every 30 min, or at the end of experimental acquisition, whichever was earlier.

A 20% stretch was applied to colon rings using a micromanipulator, maintaining this length for the experiment duration to establish a new equilibrium (60-80 min). The baseline force at 20% stretch was arbitrarily set to zero to observe the effects of added neurotransmitters or electrical field stimulation. Testing protocols assessed overall colon physiology and enteric neuronal contribution to force generation by using Tetrodotoxin (TTX; 1 μM) as a nerve blocker. Comparisons were then made between control and GWI colon constructs. Colon constructs were treated with 1 μMol/ml acetylcholine (ACh) to study force generation through neurotransmitter-induced receptor-mediated cholinergic response. Colon constructs were also treated with electrical field stimulation (EFS) (40 V, 10 Hz, 0.3 ms) to study relaxation in baseline in response to neurotransmitters.

### Isolation and culture murine enteric neural stem cells

Enteric neural stem cells (ENSCs) were isolated from colon samples from control and GWI mice as previously described (Collier et al., 2023). Briefly, colon tissues underwent several incubations of a collagenase and dispase digestion mix, adapted from Raghavan et al. (2013). Isolated cells were plated in neuronal growth media (Neurobasal+1× B27 supplement+1× antibiotics+10 ng/ml EGF+10 ng/ml bFGF). ENSCs were maintained in culture, with growth media supplementation every 2 days. Cells were passaged by collection, manual pipetting for disruption of spherical aggregates, and replated in fresh growth medium every 5 days.

### Flow cytometry

ENSCs were characterized using flow cytometry for NGFR p75 expression (Metzger et al., 2009), by adapting previously used flow analysis protocols (Raghavan et al., 2019; Collier et al., 2023). Briefly, ENSCs were collected and resuspended in a flow cytometry amenable buffer (PBS+2% FCS) at a concentration of 50,000 cells/ml. Cells were incubated with a p75-AF647 antibody, with a matched isotype control. Cells were then processed through a flow cytometer (Attune NxT, Waltham, MA, USA). Gates were established based on the isotype control cut off at 0.5% (see Fig. S2).

### RNA Isolation for RNA-sequencing

Colon explant tissue samples from both control and GWI mice were flash frozen using liquid nitrogen and then lysed and homogenized in TRIzol reagent (Invitrogen, Carlsbad, CA, USA). RNA was then extracted using a RNeasy extraction kit (Qiagen, Hilden, Germany). RNA concentrations were measured using a Nanodrop 2000 (ThermoFisher Scientific) spectrophotometer. Library preparation with poly(A) selection and 150-bp paired-end sequencing on an Illumina HiSeq 2500 were performed by Azenta (South Plainfield, NJ, USA).

### Computational analysis of RNA-seq data

Raw data files in FASTQ format were generated from the Illumina sequencer. To examine the sequencing quality, the quality score plot of each sample was plotted. After quality control, sequence reads were trimmed to remove possible adapter sequences and nucleotides with poor quality using Trimmomatic v.0.36. The trimmed reads were mapped to the Mus musculus GRCm38 reference genome available on ENSEMBL using the STAR aligner v.2.5.2b. Unique gene hit counts were calculated by using featureCounts from the Subread package v.1.5.2. After extraction of gene hit counts, the gene hit counts table was used for downstream differential expression analysis. Using DESeq2 (R package), a comparison of gene expression between the control and GWI defined groups of samples was performed. The Wald test was used to generate *P*-values and log2 fold changes. Genes with a *P*-value <0.05 and absolute log2 fold change >1 were called as differentially expressed genes for each comparison. PCA analysis was performed using all differentially expressed genes. This analysis aimed to compare overall transcriptional profiles between groups after a 3-week recovery period following PB exposure. Heatmap and k-means clustering were performed to visualize the expressed genes using iDEP tool suit. Expressed genes were used to create Volcano plots using GraphPad Prism v.10.1.1 (264). The threshold for *P* value cutoff of the expressed gene was assigned ≤0.05. WGCNA was performed in R using genes with a minimum module size of 30 to isolate relatively large gene modules and detection in at least 10% of samples were included in the analysis. To best capture patterns of co-regulation, a signed network was used. Using the pickSoftThreshold function, we empirically determined a soft threshold of 14 to best fit the network structure. Gene ontology (GO) annotations of biological process (BP) were performed EnRichGO using R library. We filtered original pathways analyzed with *P* values <0.05 and false discovery rate <0.05.

### Statistics

All statistical analysis was performed on GraphPad Prism v.10.1.1 (264) (GraphPad Software, San Diego, CA, USA; www.graphpad.com) and RNA-seq analysis was done in R (v.2024.09.0+375). All reported values are means±s.e.m., resulting from 5-20 biological replicates, depending on the experiment. IHC quantification was calculated based on corrected fluorescence intensity measured through ImageJ, highlighting the myenteric plexus and subtracting the area times background with 10-15 biological replicates (Bankhead, 2014). This method was used for all fluorescent quantifications including βIII-Tubulin, Nos1, ChAT, F4/80, and Ngfr p75. Normalized expression of LMMP Nos1 and LMMP Chat was calculated based on the corrected total fluorescence intensity over the corrected total fluorescence of βIII-Tubulin expression. IHC macrophage association to Ngfr p75 was calculated based on the macrophage corrected total fluorescence within a set distance (20 µm) of Ngfr p75 expression. Flow analysis differences were shown for potential significance in GraphPad Prism v.10.1.1 with three biological replicates. H&E muscularis externa mean size were calculated through ImageJ (v.2.14.0t) with 44 biological replicates. Force transducer data was acquired by Power Lab Data Acquisition System and LabChart8 (Colorado Springs, CO, USA) at a frequency of 10 Hz. GraphPad Prism 10.1.1 was used for all further data analysis. Second order Savitsky-Golay smoothing was applied to raw data. Values were exposed as the mean and standard error of the mean of 8-12 experiments. EFS-induced relaxation and ACh-induced contraction were expressed as absolute changes in force from baseline in micronewtons (μN). Seven tests were used for testing significance. All qPCR data was normalized to control conditions within each experimental set and performed in triplicates over at least five biological replicates. ELISA data was normalized according to protein concentration of analyzed samples by dividing all interpolated concentration results by the concentration of protein in each well then showcased as fold-changes and graphed through Excel (v.16.79.1). The interpolation was performed according to a 5-term logarithmic interpolation using a standard curve created per manufacturer instructions. Five biological replicates were used for testing significance. ANOVA-based hypothesis testing, and unpaired *t*-tests were used where appropriate. Statistical significance (defined as *P*≤0.05) were indicated within each experimental data set, with associated *P*-values.

## Supplementary Material

10.1242/biolopen.061867_sup1 Supplementary information

# Supplementary material for: Persistent enteric neuroinflammation chronically impairs colonic motility in a pyridostigmine bromide-induced mouse model of Gulf War illness
**Source:** Biol Open. 2025 Jun 6;14(6):bio061867. doi: 10.1242/bio.061867
**Supplement:** Supplementary information

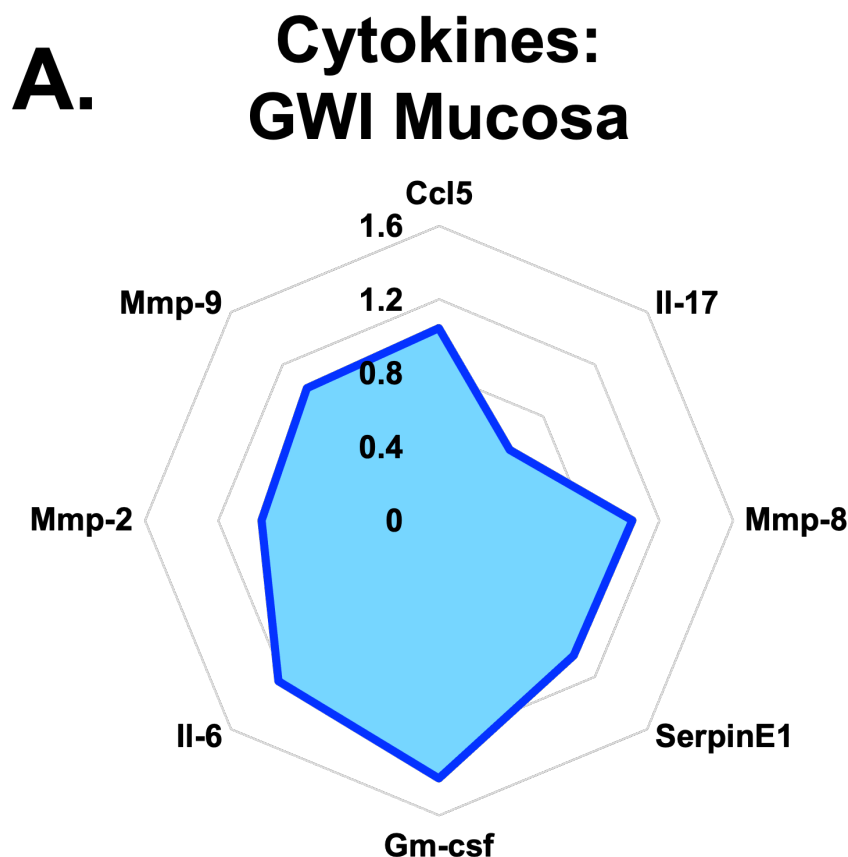

**Fig. S1. Inflammatory cytokine profiles consistent within the mucosa layer.**

(A) Radar plot of the average fold changes in cytokine levels from GWI mice used in a multiplex cytokine array specially within the mucosa layer. Assessing the cytokine profile within the mucosa layer, there were no significant changes in most markers between control mice and GWI mice except for Il-6, which exhibited a 1.23-fold increase (\*\* $p < 0.001$ ).

## Flow Cytometry Gating Technique

Flow cytometry analysis was completed with FlowJo (Ashland, OR). Polygon gates were drawn on isotype flow cytometry graphs to establish a background gate at 0.5%. The same gate was applied to antibody-stained cells to establish a percent positive population.

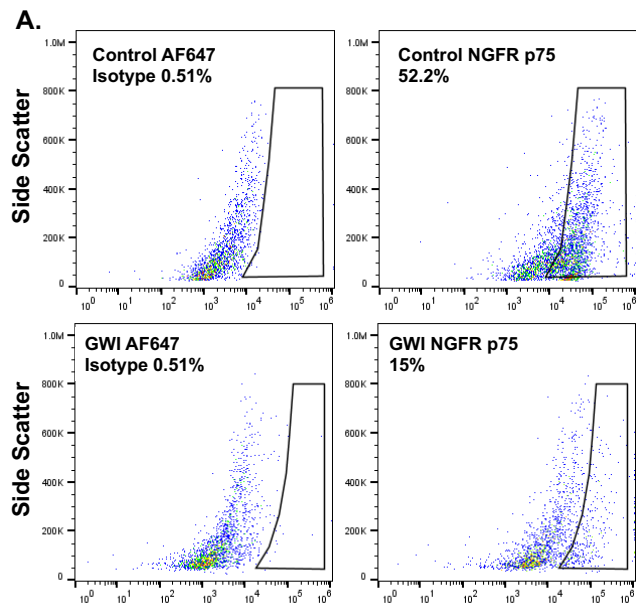

**Fig. S2. NGFR p75 flow cytometry gating technique using isotype controls.**  
(A) Polygon gate (outlined in black) was drawn on FlowJo to create a 0.5% background cut off gate in the isotype control graph (left). The same gate was applied to the antibody-stained graph (right) to establish the percentage of the population expressing NGFR p75.

**Table S1. List of antibodies and dilutions used in immunohistochemistry.**

| Antibody     | Conjugated Fluorophore | Dilution | Manufacturer             | Application Used | Catalog # | Batch #   | RRID        |
|--------------|------------------------|----------|--------------------------|------------------|-----------|-----------|-------------|
| βIII-Tubulin | Alexa Fluor 647        | 1:100    | Santa Cruz Biotechnology | IHC              | sc-80005  | A2119     | AB_2210816  |
| ChAT         | FITC                   | 1:50     | Santa Cruz Biotechnology | IHC              | sc-55557  | B2222     | AB_2291743  |
| F4/80        | Alexa Fluor 488        | 1:100    | Abcam                    | IHC              | ab204266  | 1010237-1 | AB_2943479  |
| Ym1          | PE                     | 1:100    | Abcam                    | IHC              | ab211621  | 1078389-1 | AB_3083045  |
| Cd40         | Alexa Fluor 680        | 1:50     | Santa Cruz Biotechnology | IHC              | sc-514493 | L2821     | AB_3678831  |
| Ngfr p75     | Alexa Fluor 647        | 1:50     | Santa Cruz Biotechnology | F, IHC           | sc-271708 | J1816     | AB_10714958 |

How the deposited data were processed for this re-analysis (not part of the article)

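RNA was sequenced from the colons of 9 control and 8 GWI mice. The authors made poly(A)-selected, paired-end libraries, trimmed reads with Trimmomatic, mapped them with STAR to GRCm38 and counted unique gene hits with featureCounts, and they deposited 1 table of raw counts, with a gene symbol for each entry and a column for each mouse. The values are whole numbers without normalization. All 17 columns matched a sample, by the names that the sample labels share with Fig. 5A, and 0 columns were left without one. The table has 23719 entries with 23671 distinct symbols; the 48 entries whose symbol occurs again were kept as separate features. No entry is a total or an unassigned class. The paper's text names neither the annotation release nor the strand setting of the counting. The reads were not analysed here, so mapping and counting were not repeated.

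The total count per mouse lay between 16293537 and 20741212, and 16578 to 17236 genes had at least 1 count in a mouse. Counting error alone is small for most genes at this depth. It limits the genes with few counts, such as Casp14 and Cxcl9, which failed the filter, and Nek10, Otor and Snord118, for which some mice had 0 or 1 count. Reads without molecular identifiers are not independent molecules, so counting error is a lower limit of the technical noise.

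All computations ran in R 4.3.3 and Python 3.11.15. Counts were filtered with filterByExpr at its default settings, scaled by TMM and tested with glmQLFit (robust) and glmQLFTest of edgeR 4.0.16, with the condition as the only term and all 17 mice in the fit, and p-values were adjusted by the Benjamini-Hochberg method over the 14146 tested genes. Some sample names share a first part that the paper does not define. It was not modelled, so the tests treat the 17 mice as independent. The chi-square of counts per degree of freedom, lower for more alike mice, was 9.41 to 25.3 for control pairs that share this part. Over all control pairs it reached 390. GWI pairs that share it had 14.6 to 92.9, within the 11.1 to 107 of all GWI pairs. Independence is thus in doubt among the control mice, and the p-values may be too small. Standard errors of log2 fold changes were derived from the fold change and the F statistic of the test. A gene was counted as called at an adjusted p-value under 0.05. The threshold of the paper's methods, a p-value under 0.05, taken as unadjusted, with an absolute log2 fold change over 1, was counted separately. Principal components were computed from log2 CPM with a prior count of 2, and group differences along them were tested by exact permutation of the 17 mice over all splits into 9 and 8. Reactome pathways from fgsea 1.28.0 with 10 to 500 tested genes and 20 hand-written gene lists, for cell types, neighbouring tissues, interferon response, the circadian clock and classes of transcripts, were tested with camera at a correlation of 0.01, with fry, and with an estimated correlation (limma 3.58.1). The lists were written before the data were examined and leave out the genes that the paper names in its RNA-seq results. The enteric neuron list holds Tubb3, whose protein the study stained, and the list of non-polyadenylated RNA, which was filled by name prefixes, holds Snord118 and Hist2h2ac, which Fig. 5A draws. Of these lists, 19 had enough tested genes. A Gene Ontology annotation was not used here, and the terms of Fig. 5C were not recomputed. Positions, exon overlaps, transcript lengths and GC content come from the GENCODE M21 annotation of GRCm38. The Reactome sets were to be left out if fewer than 80% of their members could be matched. This limit was applied to the members of all sets together, of which 94.6% matched, and not to single sets, of which 3 reported translation sets matched 62.3% to 63.0%. A length and a GC content were available for 99.9% of the tested genes.

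The genes named in the text were chosen by a rule written before the data were examined. They are the genes that the paper names in its RNA-seq results, its quantitative PCR targets, the measured cytokines Il6 and Mmp9, and the 5 genes with the smallest p-values in each direction among those with an adjusted p-value under 0.05 and an absolute log2 fold change over 1. Of the genes named in the RNA-seq results, 2 are not reported here, and counts over named genes leave them out. Genes drawn only in Fig. 5A or Fig. 5D are named where their direction goes against the figure. Other genes named in the closing section belong to a list or were chosen after their values were seen, as stated there.

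Before the data were examined, 12 other fits were set as alternatives: DESeq2's size factors, upper-quartile factors or library size alone in place of TMM, the DESeq2 1.42.0 Wald test, limma-voom with sample quality weights, the fit without robust estimation, no filter on low counts, at least 10 counts in every mouse, the replicate number as a block, and covariates for small-intestine markers, for muscle against epithelium markers, or for 1 surrogate variable (sva 3.50.0). Each of the 17 mice was also left out in turn, and other thresholds were counted. Control replicate 9 has no GWI mouse of its number. The fit with the replicate block therefore takes no group difference from it and is not independent of the fit that leaves it out. After the data were examined, a fit with the GC and length trend of each mouse removed by offsets (mgcv 1.9.3) was added, and a count by the DESeq2 Wald test with an adjusted p-value under 0.05 and an absolute log2 fold change over 1. The counts of calls were compared with those from 100 splits of the 17 mice into groups of 9 and 8, the real one included.

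The procedure was tested on simulated data, counts drawn for the real genes with 200 of them changed by known amounts. The edgeR test recovered 148 of the 200 among 14088 tested genes, none in the wrong direction, with 5 false calls. When a trend with GC content was added to the simulated counts it gave 272 false calls, and 5 after the offsets removed the trend. Camera and fry each ranked a simulated set with raised genes 1st of 101 sets. No pair of mice within a group had counts as similar as resequencing of the same library gives, with a chi-square per degree of freedom of at least 9.41.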

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

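The tests of a mislabelled Control replicate 9, of few reads and counting noise behind single mice, and of GC content and length behind the mitochondrially encoded transcripts were chosen only after the result was seen, and the limits by which all tests are read were set with their values known.

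For each named gene, the gap between the highest or lowest mouse of a group and its nearest neighbour was divided by the range of the group and compared with Dixon's critical value for the 9 control or the 8 GWI mice. By chance about 1 in 20 groups passes, which is 3.5 of the 70 groups examined, and 14 passed. Control replicate 9 accounts for 5 of them. It was the highest control mouse for Ifng (675 CPM against 41.4 in the next mouse, ratio 0.963), Il6 (279 against 188 CPM, 0.627) and Fas (22.4 against 13.1 CPM, 0.578), and the lowest for Chat (85.8 against 140 CPM, 0.55) and Il4 (1.39 against 2.65 CPM, 0.519). Control replicate 1 was the highest control mouse for Nos2 (14.4 against 2.92 CPM, 0.816) and Kif21b (39.5 against 25.0 CPM, 0.658). Control replicate 6 was the highest for Ifit3b (8.64 against 6.52 CPM, 0.571) and Control replicate 3 for Adgre1 (6.23 against 3.90 CPM, 0.543). Among GWI mice, replicate 4 was the highest for Nes (57.3 against 11.7 CPM, 0.887) and Il4 (50.5 against 15.3 CPM, 0.724), replicate 5 for Nos1 (116 against 55.7 CPM, 0.608), replicate 7 for Lep (35.7 against 16.2 CPM, 0.572) and replicate 6 for Casp14, with 5 counts against 2 (0.572).

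Few reads in the libraries are argued against as the source, since the library total lay inside the range of the other mice of the group for 12 of the 14 values. The gap was at least 3 counting errors for 12 of the 14, the exceptions being Casp14 and Kif21b. This sets a spread between mice against technical noise, so it decides nothing about how much mice vary. A biological difference between single mice was not tested.

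A swap of Control replicate 9 with a GWI mouse is argued against. Over the genes with an adjusted p-value under 0.05 in the fit without it, this mouse lay nearer to the GWI mean for 34.7% of them. The other control mice ranged from 9.02% to 35.5%, except Control replicate 1 with 63.2%, and the GWI mice from 58.0% to 96.2%. Its 10 most abundant genes took 23.1% of its counts, and its TMM factor of 0.799 was the lowest of the 17 mice. Without it, the log2 fold change of Ifng rose from 2.11 to 4.00. A difference in the sampled tissue or in the mouse itself stays open and was not tested.

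Transcripts of ribosomal proteins, which the paper does not discuss, were lower in GWI colons for 84 of 85 genes, with a median log2 fold change of -0.66 against -0.056 over all tested genes. GC content and transcript length are argued against as the whole source, since the median was -0.45, with 83 of 85 genes lower, when the trend of each mouse was removed. The test of normalization decides nothing, since a scaling factor moves all genes of a library alike and the difference from the median of all genes, -0.58 at its highest over 4 scalings, is nearly fixed by construction. The median was -0.53 without Control replicate 9, -0.50 with the replicate number as a block and -0.90 with the muscle score as a covariate. In each of these fits and under each scaling, 84 of 85 genes were lower. The block fit takes no group difference from Control replicate 9, so it is no separate check from leaving that mouse out. The exposure to PB stays open as an explanation, and a difference in tissue handling was not tested.

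The 13 mitochondrially encoded transcripts were lower in GWI colons, with a median log2 fold change of -0.72. Bias from GC content and transcript length may be the source of most of this difference, since the median was -0.17 with the trends removed, inside the quartile range of all tested genes under that correction, -0.31 to 0.20. The median was -0.51 without Control replicate 9, -0.38 with the replicate number as a block and -0.24 with limma-voom, where 11 of the 13 were lower. It was larger in size with the muscle score as a covariate, -1.17, with all 13 lower. All 13 were lower under each of the 4 scalings. Here too the block fit is no separate check from leaving out Control replicate 9.

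Genes of the circadian clock were shifted. In a list of 10 targets of the E-box and D-box, 8 were lower in GWI colons, with a median log2 fold change of -0.81 (adjusted p = 2.17e-06 from camera, 0.000655 from fry), and the exceptions were Per1 (0.21) and Nr1d1 (0.24). In a list of 4 RORE targets all 4 were higher, with a median of 0.97 (adjusted p = 0.00509 from camera, 0.0028 from fry), although 1 of the 4 was lower with upper-quartile factors and 1 with the muscle score as a covariate. Neither list passed 0.05 with an estimated correlation. Arntl (1.72), Npas2 (1.58), Dbp (-1.12) and Hlf (-1.61) each had an adjusted p-value under 0.05. GC content and length are argued against, since the E-box and D-box list had a median of -0.98 with the trends removed. A smaller share of muscle is argued against, since with the muscle score as a covariate both lists passed 0.05, the larger adjusted p being 0.0132. A difference in the time of day of collection was tested with another list of clock output genes, whose phases were taken from general knowledge. The test was read by whether at least 5 of 6 genes in phase with Dbp were lower, and 2 were lower. Of the 6, Tspan4 (-1.01, adjusted p = 0.00195) moved as the time of day would have it, Lonrf3 (0.72, adjusted p = 0.013) and Por (0.83, adjusted p = 0.00375) moved against it, and Usp2 (-0.032), Wee1 (0.031) and Tsc22d3 (0.16) had adjusted p-values over 0.05. Both genes in phase with Arntl were higher, Nfil3 (1.35) and Cdkn1a (0.13). This argues against the time of day only as far as these phases hold in the colon, and the hour of collection, which would test it directly, is not in the paper's text. An effect of the exposure on the clock stays open and was not tested further.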

How the results depend on the processing

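The count of 3792 genes with an adjusted p-value under 0.05 stayed within 1.5 times its size in 10 of the 13 other fits and in all fits that left out 1 mouse, from 2781 without GWI replicate 7 to 4818 without Control replicate 1. It was 8091 with limma-voom (3911 higher, 4180 lower), 5880 with 1 surrogate variable (3102 of them lower) and 2241 with the replicate number as a block (826 of them lower). The replicate numbers do not pair the mice: of 8 pairs, the correlation of 1 was over 0.1, and they ranged from -0.506 to 0.115. Control replicate 9 has no pair, so the block fit takes no group difference from it. With upper-quartile factors, 1214 genes were higher and 2992 lower, while the median log2 fold change of all genes moved from -0.056 to -0.15. The cause of these shifts was not tested.

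The counts by the threshold of the paper's methods, 92 higher and 250 lower, moved more. They were 247 and 847 with limma-voom, 182 and 464 with the DESeq2 Wald test and 239 and 636 without a filter, where more genes with few counts were tested. There were 429 lower genes with upper-quartile factors, 274 higher with the muscle score as a covariate and 162 higher with 1 surrogate variable. An adjusted p-value under 0.05 with a fold change over 30% gave 1349 and 1602, and an adjusted p-value under 0.1 with an absolute log2 fold change over 1.2 gave 38 and 87. Across the fits that left out 1 mouse, from 75 (without Control replicate 3) to 233 genes (without Control replicate 1) were higher and from 160 (without Control replicate 6) to 489 (without GWI replicate 5) were lower. Apart from the filters and thresholds, the cause was not tested.

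With at least 10 counts required in every mouse, 19 heatmap genes were left to test and all had the sign of the figure. Of the 30 genes, 29 had it with the DESeq2 Wald test, 28 with limma-voom, and 26 with the muscle covariate. Without Control replicate 1, 26 of 29 tested genes had it. The variance shares of PC1 and PC2 were 34.6% and 22.8% over all tested genes and 40.0% and 18.8% over the 500 genes with the largest variance. PC1 held 55.6% with each gene scaled to unit variance, and PC2 held 17.3% with log2(CPM + 4). The difference between groups on PC2 of all tested genes passed 0.05, and that on PC1 did not, under each alternative.

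Of the Reactome sets, 196 were higher with fry, and with an estimated correlation 0 were higher and 0 lower. With the muscle score as a covariate, 126 were higher and 162 lower. That covariate reversed Neuronal System (adjusted p = 0.0386) and Signaling by GPCR (0.0626), which was also reversed with library size alone (0.991) and with at least 10 counts in every mouse (0.905), and the replicate block reversed Axon guidance to lower (0.826). Leaving out 1 mouse reversed Signaling by GPCR in 3 fits and Axon guidance in 4, and the adjusted p ranged from 0.598 to 1.00 for Signaling by GPCR and from 0.342 to 0.959 for Axon guidance. Of the hand-written lists, 2 were lower with fry, against 5 with camera, and with an estimated correlation 0 were higher and 0 lower. At least 10 counts in every mouse, which left fewer genes, reversed the lists for distal colon (0.869), B and plasma cells (0.869) and non-polyadenylated RNA (0.87). The muscle covariate reversed skeletal muscle (0.79), smooth muscle (0.19), which is part of that score, and enteric neuron (0.0552). Apart from these constructions, the cause was not tested.

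Of the named genes, Gfap (0.27), Tubb6 (0.24), Sox2 (0.039), Nos2 (0.66), Nos1 (1.59) and Adgre1 (0.037) had positive log2 fold changes with the muscle covariate, and Sox9 (-0.17) and Shh (-0.49) negative ones. Sox9 was also negative with upper-quartile factors (-0.052) and the GC and length correction (-0.034), and Shh with upper-quartile factors (-0.077), 1 surrogate variable (-0.047) and that correction (-0.090). Nos2 was positive with limma-voom (0.12) and Nos1 with 1 surrogate variable (0.21). Gapdh was negative with limma-voom (-0.019), and Mmp9 with upper-quartile factors (-0.012), limma-voom (-0.26), 1 surrogate variable (-0.011) and the GC and length correction (-0.034). Leaving out 1 mouse, the log2 fold change ranged from -0.017 to 0.11 for Sox9, from -0.096 to 0.13 for Shh, from -1.26 to 0.19 for Nos2 and from -0.19 to 0.27 for Mmp9. The other values of named genes in fits with all mice kept their direction, 365 on the same side of 0.05, 23 newly under it and 15 no longer under it. For these changes the cause was not tested. Few counts limit Casp14, Cxcl9, Nek10 and Otor, and Casp14, Cxcl9, Nek10, Otor, Sox2, Lep, Nos2 and Snord118 could not be tested with at least 10 counts in every mouse.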

Differences from the paper's values

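The paper's log2 fold changes of single genes were read by eye from Fig. 5D. For Cd40 the figure shows about 3.0, and the value here was 2.02. For Nos2 it shows about 2.7, against -0.96 here, for Fas about 2.4, against 0.29, for Gbp5 about 2.2, against -1.17, and for Gfap about 2.8, against -0.74. None of the alternatives set before the data were examined closed these gaps. For Nes the figure shows about -1.8, and the value here was -1.14. The DESeq2 Wald test (-1.74), limma-voom (-1.53), the replicate number as a block (-1.77) and the fit without GWI replicate 4 (-2.02) came within the limit used for this comparison, and the other alternatives did not.

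In its text the paper gives Gfap, Nos2 and Gbp5 as higher and Shh as lower in GWI colons. The log2 fold changes here had the opposite sign, with 0.016 for Shh, and only that of Gbp5 had an adjusted p-value under 0.05. The paper gives Cxcl9 as higher, and without a filter on low counts it was lower, with a log2 fold change of -1.90, and -1.95 with the DESeq2 Wald test (adjusted p = 0.00366). Casp14, also given as higher, had a log2 fold change of -0.65 without a filter. The paper's bounds on the size of the changes were not met by Chat (0.40), Sox9 (0.040), Tubb6 (-0.63), Sox2 (-0.82), Nes, Gsdmd (0.40), Lep (1.08) or Fas. Of the 17 genes of the text that are reported and were tested, 13 had the stated direction, 7 of these with an adjusted p-value under 0.05.

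The paper calls Otor, Nes, Sox2 and Fas, whose adjusted p-values were above 0.05 here. Otor was under 0.05 with upper-quartile factors (0.0398), the DESeq2 Wald test (0.0228), limma-voom (0.0207) and 1 surrogate variable (0.0267). Nes was under 0.05 with upper-quartile factors (0.0407), the DESeq2 Wald test (1.69e-09), limma-voom (0.00217), the replicate block (0.0147) and, chosen after seeing the values, the GC and length correction (0.0276). Sox2 was under 0.05 with upper-quartile factors (0.0443), the DESeq2 Wald test (0.0402), limma-voom (0.000277) and 1 surrogate variable (0.0429). Fas was under 0.05 with limma-voom (0.00285), the replicate block (0.0346), without Control replicate 9 (0.0234) and, chosen after seeing the values, with the GC and length correction (0.00854). Sox9 and Lep were above 0.05 under every alternative that was run.

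Of the 38 tested genes that Fig. 5D labels, 26 had the direction drawn, 11 of them with an adjusted p-value under 0.05, and 12 had the opposite direction, 5 of them with an adjusted p-value under 0.05. Drawn as higher and lower here were Dnase1l3, Gfap, Il34, Cxcr6, Gbp5, Cela1, Il1rl2, Nos2 and Spp1. Drawn as lower and higher here were Nfil3, Reg3b and Il4. Fig. 5A draws both Reg3b and Il4 as higher, and the text gives Il4 as higher.

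The counts of differentially expressed genes, 92 higher and 250 lower here against the paper's 135 and 351, were within 1.5 times of each other. The DESeq2 Wald test, which the methods name, gave 182 and 464 by the same threshold. With an adjusted p-value under 0.05 and an absolute log2 fold change over 1, a combination chosen after seeing the values, it gave 119 and 303. The paper's variance shares of 32.4% and 22% were nearest to those of all tested genes, 34.6% and 22.8%, while the methods describe components of the differentially expressed genes.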

Other observations

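The tests for Ngfr, Ifng, Chat and Control replicate 1 were chosen only after the result was seen.

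The split of the 17 mice into control and GWI was compared with other splits into groups of 9 and 8, in 100 splits with the real one included. As many as 3792 genes with an adjusted p-value under 0.05 were found in 1 of the 100, the real split, and the other splits had a median of 0 and a largest count of 1096. By the threshold of the paper's methods, 5 of the 100 splits gave at least 342 genes, and the largest other count was 594, so this count alone does not separate the real split from others. The 165 Reactome sets with an adjusted p-value under 0.05 were reached by 37 of the 100 splits, and the 8 hand-written lists by 17 of the 100, so these numbers of sets are of a size that other splits of the same mice often give.

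Log2 fold changes rose with GC content (Spearman correlation 0.205, across genes, which are not independent replicates) and with transcript length (0.140). Removing the trend of each mouse kept 76.9% of the 3792 genes with an adjusted p-value under 0.05. Of all 3792, 99.9% kept their direction, called or not. Both shares argue against these trends as the whole source of the calls.

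Genes that the paper measured by quantitative PCR or as proteins, in experiments not analysed here, had these values in the sequenced colons. Ifng had a log2 fold change of 2.11 (standard error 0.73, adjusted p = 0.0394), and 3 of the 17 fits that left out 1 mouse kept it under 0.05, while it was 4.00 without Control replicate 9. Exons of Ifng overlap those of Gm49751 on the same strand. Mrc1 had -0.55 (adjusted p = 0.0287), and all 8 GWI mice were below the control median. Nos1 had -0.53 (standard error 0.57, adjusted p = 0.497), Adgre1, the gene of F4/80, -0.35 (adjusted p = 0.24), Il6 0.23 (adjusted p = 0.345) and Mmp9 0.085 (adjusted p = 0.881), and for these 4 genes the difference was within the spread between mice. Gapdh, the reference of the PCR, had 0.12 (adjusted p = 0.613). Exons of Nos1 overlap Gm26995 and those of Gapdh overlap Iffo1, on the opposite strand.

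The lists for smooth muscle (median log2 fold change -0.91), enteric neurons (-0.58) and enteric glia (-0.62) were all lower. With the score of muscle against epithelium markers as a covariate, the median of the neuron list was 0.72, with all 10 genes higher. That of the glia list was 0.065, with 5 of 9 genes higher. The smooth muscle list is part of that score, so its own value under the covariate is no test, and the source of its difference stays open. The score ranged from -1.23 to 0.221 in GWI mice and from -0.796 to 1.89 in control mice, so it goes with the groups. The covariate can therefore also take up a group difference from other sources, and it moved the neuron list past 0. It cannot tell whether a smaller share of muscle in the sampled GWI tissue is the source for the neuron or the glia list. A loss of muscle or neurons through the exposure would give the same values and was not tested here. In its histology the paper found no significant change in the thickness of the muscularis externa. Its staining of βIII-Tubulin in the myenteric plexus was lower in GWI colons.

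A smaller share of muscle is argued against as the whole source for Ngfr, whose log2 fold change was -1.87 with that covariate, with an adjusted p of 0.0226 and a range over all alternatives that kept all mice from 1.18e-06 to 0.0226. A loss of cells with p75 stays open and was not tested here.

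More T and NK cells are argued against as the source of higher Ifng, since the median log2 fold change of their list was -0.22, with 10 of 11 genes lower. Mean Ifng was 98.6 CPM in controls and 424 CPM in GWI colons, while Gzma, the most abundant gene of the list, had 6.86 and 3.26 CPM. Whether interferon gamma acted on the colon cannot be told apart from no action. The list of its response genes had a median of -0.40 (adjusted p = 0.0102 from camera, 0.0509 from fry, 0.0614 without Control replicate 8, and from 0.00504 to 0.651 over the alternatives that kept all mice), with 17 of 20 genes lower. Gbp5 (-1.17) and Cxcl9 (-1.90 without a filter on low counts), which are not in the list, were also lower. Against this, Irf1 was higher (0.60, adjusted p = 0.0048) and the Reactome set Interferon gamma signaling was higher.

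More cholinergic neurons as the source of higher Chat could not be settled. The transporters Slc18a3 (-0.52, standard error 0.53) and Slc5a7 (-0.45, standard error 0.42), which the same neurons express, were not higher, but their errors are too large to exclude an increase.

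Control replicate 1 lay on the side of the GWI mice on PC2 of all tested genes. It was nearer to the GWI mean for 63.2% of the genes called without it, within the range of GWI mice, but its counts of Ngfr (695) and Il4 (44) were at the control level. A mislabelled sample cannot be told apart from variation between control mice with these values. Without it, 4818 genes had an adjusted p-value under 0.05, and 233 genes were higher by the threshold of the methods.

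In the count table, which is otherwise in alphabetical order, Il4, Il6 and Chat are the entries 1 to 3, and Ccl5 stands after Ccl6. The paper's text gives no reason for this order. Ifng is added for its level. It had 2377 to 9867 counts per GWI mouse and 9678 in Control replicate 9, while the other control mice had 323 to 844. Its mean of 424 CPM in GWI colons stood against 3.26 CPM for Gzma, the most abundant gene of the T and NK cell list. The reads were not analysed here, so whether the counts of these genes and of Ifng were obtained like those of other genes is an open question, and what is said of Il4, Il6, Chat and Ifng rests on the counts as deposited.

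Other lists had these results with camera. The lists for immediate early and heat shock genes (median log2 fold change 0.46, adjusted p = 0.0261, and 0.0905 without Control replicate 9) and colon epithelium were higher, and that for non-polyadenylated RNA was lower (-0.20, adjusted p = 0.0495, and 0.111 without GWI replicate 1). No difference past 0.05 was found for ileal enterocytes (-0.21, adjusted p = 0.693), macrophages (-0.35, adjusted p = 0.118), T and NK cells (adjusted p = 0.537), B and plasma cells (-0.25, 0.827), distal colon (-0.83, 0.427, although 0.00589 with fry), Paneth cells (-1.04, 0.595), skeletal muscle (-0.091, 0.566) and erythrocytes (-0.31, 0.595). The list for exocrine pancreas had 1 tested gene and was left out.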
